# The lncRNA PARylator promotes PARP1 activation and resistance to DNA‑damaging therapy in esophageal squamous cell carcinoma

**DOI:** 10.1186/s40164-025-00739-z

**Published:** 2025-12-31

**Authors:** Teng Fei Qi, Yadong Liu, Jinkun Yang, Yi Meng Yue, Man Man Han, Hongtao Liu, Jing Li, Min Liu, Yuwei Zhang, Jia Hui Kou, Wen Jin Li, Xiaoying Liu, Ting La, Tao Liu, Song Chen, Xu Dong Zhang, Shundong Cang, Liu Teng, Tianli Fan

**Keywords:** Esophageal squamous cell carcinoma, PARP1, PARylation, DNA repair, LncRNA, PARylator, LINC00885

## Abstract

**Background:**

Outcomes for patients with esophageal squamous cell carcinoma (ESCC) remain poor, partly due to treatment resistance, particularly to DNA-damaging therapies. Poly(ADP‑ribose) polymerase 1 (PARP1) plays a critical role in repairing single‑strand DNA breaks (SSBs). Unrepaired SSBs can be converted into double‑strand breaks (DSBs) during DNA replication, potentially leading to cell death. Genomic amplification of the distal portion of chromosome 3q (3q26-q29) is a frequent copy‑number alteration in ESCC, which harbors genes encoding several oncoproteins. However, whether long noncoding RNAs (lncRNAs) from this region contribute to ESCC pathogenesis and treatment resistance remains poorly understood.

**Methods:**

In situ hybridization and qPCR were used to assess RNA expression. Protein PARylation was evaluated by immunoprecipitation followed by Western blotting. Cellular phenotypes were quantified using the cell counting kit-8, Annexin V/Propidium iodide staining, and clonogenic assays. DNA damage was monitored by immunofluorescence staining for phosphorylated histone H2AX (γH2AX) and p53-binding protein 1 (53BP1) and by comet assays. RNA-protein interactions were assessed through RNA pulldown coupled with mass spectrometry and RNA immunoprecipitation. Chromatin fractionation and detergent pre-extraction immunofluorescence were conducted to examine PARP1 chromatin association. ESCC growth and responses to treatments were evaluated using xenograft models.

**Results:**

The lncRNA LINC00885, hereafter referred to as PARylator, was the most upregulated lncRNA encoded within the 3q26-q29 amplicon in ESCC. PARylator was predominantly nuclear and interacted with PARP1. Knockdown of PARylator increased γH2AX and 53BP1 foci and comet tail moment, triggered apoptosis, reduced clonogenicity, sensitized ESCC cells to cisplatin and ionizing radiation. In vivo, PARylator knockdown impaired tumor growth and increased cisplatin sensitivity in ESCC xenografts. Mechanistically, PARylator promoted PARP1 recruitment to chromatin and catalytic activation, thereby increasing PARP1 auto-PARylation and enhancing the PARylation of X-ray repair cross-complementing 1 (XRCC1). PARylator was further upregulated in response to DNA damage.

**Conclusions:**

The DNA damage-responsive, 3q26-q29 amplicon-encoded lncRNA PARylator promotes PARP1‑mediated PARylation and SSB repair, thereby limiting DSB accumulation and supporting ESCC cell survival and resistance to DNA-damaging therapies. Targeting PARylator, alone or in combination with DNA-damaging agents, may represent a novel avenue for ESCC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40164-025-00739-z.

## Introduction

Poly(ADP‑ribose) polymerase 1 (PARP1) is a major sensor of DNA single‑strand breaks (SSBs) [1–4]. SSBs are commonly generated by endogenous metabolic processes and by environmental insults, such as heat stress and ionizing or ultraviolet radiation, which activate the DNA damage response (DDR), a multifaceted network that detects DNA lesions and coordinates repair to maintain genome integrity and cell survival [5–8]. Upon binding SSBs, PARP1 uses NAD + to catalyze the synthesis of poly(ADP‑ribose) (PAR) chains on itself (auto‑PARylation) and on target proteins, thereby recruiting repair factors including X‑ray repair cross‑complementing protein 1 (XRCC1) [1–4]. Most SSBs are efficiently repaired and are typically not lethal [8, 9]. However, if unresolved, SSBs can be converted into double-strand breaks (DSBs) during DNA replication, leading to replication fork collapse and potential cell death [7–10].

Esophageal squamous cell carcinoma (ESCC) accounts for the majority of esophageal cancer cases in many parts of the world, with a particularly high burden in East Asia and parts of Africa [11–13]. However, despite advances in multimodal therapy, including platinum-based chemotherapy, radiotherapy, and immunotherapy, outcomes for ESCC patients remain poor. The five-year survival rate is approximately 15–30% overall, and generally below 10% for those with metastatic disease [11–13]. This dismal prognosis is closely related to intrinsic and acquired treatment resistance, particularly to DNA-damaging therapies [11–14], underscoring the need for a better understanding of the molecular mechanisms that sustain ESCC cell survival under genotoxic stress.

Genomic amplifications in cancer often indicate the presence of oncogenes [15, 16]. The amplification of the distal portion of chromosome 3q (3q26-q29) is among the most frequent copy number alterations in squamous cell carcinomas (SCCs), including ESCC [17–19]. This locus encodes several oncoproteins, such as the p110α subunit of PI3K, SRY-Box Transcription Factor 2 (SOX2), p63, and eukaryotic translation initiation factor 4 gamma 1 (eIF4G1) [17, 20, 21]. However, whether noncoding RNAs from this region play a role in ESCC pathogenesis and treatment resistance remains to be better understood.

Here, we identify the long noncoding RNA (lncRNA) LINC00885, which we refer to as PARylator, as the most upregulated lncRNA encoded within 3q26-q29 in ESCC cells and show that forkhead box protein A1 (FOXA1)-driven transcription contributes to its upregulation. We demonstrate that PARylator binds to PARP1, promotes its chromatin recruitment and activation, enhances SSB repair, limits DSB accumulation, and thus preserves genome integrity. PARylator is inducible by DNA damage, promotes ESCC growth, and confers resistance to cisplatin (CDDP) and ionizing radiation (IR). These findings highlight a PARylator-centered mechanism that augments PARP1-dependent DNA repair and suggesting PARylator as a potential target to sensitize ESCC to DNA‑damaging therapies.

## Methods

### Cell culture and human tissues

The human ESCC cell lines KYSE30, KYSE-150, KYSE450, TE13, and ECA109, and the immortalized, nonmalignant human esophageal epithelial line HET-1 A were cultured in RPMI-1640 (VivaCell; #C3010-0500, Shanghai, China) in a humidified incubator at 37 °C with 5% CO_2_. Cell lines were tested for mycoplasma contamination by PCR every three months. Cell line identity was verified by short tandem repeat profiling using the AmpFlSTR Identifiler PCR Amplification Kit (Thermo Fisher Scientific, 4427368; Applied Biosystems) and analyzed with GeneMarker v1.91 (SoftGenetics, LLC). All cell lines were used within 15 passages after thawing. Details of cell lines are provided in Supplementary Table 1. Formalin-fixed, paraffin-embedded (FFPE) ESCC tissue microarrays with paired adjacent normal esophageal tissues were obtained from the Shanxi Cancer Hospital biobank (Taiyuan, China). No identifiable information about patients such as name and social status was provided. This study was approved by Human Research Ethics Committee of Shanxi Cancer Hospital (KY2023042) and was carried out following the principles embodied in the Declaration of Helsinki.

### Antibodies (Abs) and reagents

Information on the antibodies and reagents used in this study is provided in Supplementary Tables 2 and 3, respectively.

### Cell viability

Cells were seeded at 4 × 10^3^ cells per well in 96-well plates overnight before treatment. Cell Counting Kit-8 (CCK8) solution (Med Chem Express, #HY-K0301) was added and incubated at 37 °C for 2 h. The absorbance at 450 nm was recorded using a Varioskan LUX microplate reader (ThermoFisher Scientific).

### Apoptosis

Apoptotic cells were quantified using the FITC Annexin V Apoptosis Detection Kit (BD Biosciences; Cat#556547) according to the manufacturer’s instructions. In brief, cells were resuspended in binding buffer and incubated with Annexin V/propidium iodide (PI) for 15 min at room temperature in the dark before analysis using a flow cytometer (FACSCanto II, BD Biosciences).

### Cell cycle

Cell-cycle distribution was assessed using the Cell Cycle Analysis Kit (Meilunbio; #MA0334, Dalian, China) according to the manufacturer’s instructions as previously described [22, 23].

### Clonogenicity

Colony formation was conducted as described previously [22, 23]. Colony area (percent well area) and staining intensity (integrated density) were quantified using the ImageJ plugin “ColonyArea” in ImageJ.

### Immunohistochemistry (IHC)

IHC on FFPE tissue sections and quantification of staining were performed as previously described [22, 23]. The percentage of positive tumor cells (0–100%) and staining intensity (0–4: 0 = none, 1 = weak, 2 = moderate, 3 = strong, 4 = very strong) were recorded. An immunoreactive score (IRS) was calculated as (% positive × intensity) / 10. The final IRS for each case was determined as the average score from two independent readers, with any discrepancies resolved through joint review.

### Immunofluorescence (IF)

IF was conducted as described previously [22]. Briefly, cells grown on coverslips were fixed with 4% formaldehyde, and then permeabilized using permeabilization buffer (0.1% Triton X-100 in PBS containing 10% BSA) before incubation with primary Ab. After washing, cells were incubated with Alexa Fluor 488-conjugated secondary Ab or CY3-conjugated secondary Ab in the dark. The coverslip was mounted using the Pro-LongTM Glass Antifade Mountant with NucBlue reagent (Thermo Fisher Scientific, #P36981). Images were acquired on a Leica TCS SP8 confocal laser-scanning microscope using identical acquisition settings across conditions and were processed and quantified using ImageJ.

### In situ hybridization (ISH)

ISH was performed using the RNAscope2.5 HD Detection Reagent-BROWN (Advanced Cell Diagnostics; #322310) according to the manufacturer’s instructions as described previously [22, 23]. The percentage of positive cells (0-100%) and staining intensity (0–4; 0 none, 1 weak, 2 moderate, 3 strong, 4 very strong) were recorded. A reactivity score (RS) was calculated as (% positive × intensity)/10. Slides were evaluated by two blinded observers, and the final score was the average of both. Any discrepancies were resolved by joint review.

### Comet assays

The CometAssay Single Cell Gel Electrophoresis Assay Kit was used according to manufacturer’s instructions (Trevigen, #4250-050-K). Briefly, 500 cells (1 × 10^5^ cells/ml) were mixed with low melting-point agarose on slides at 37 °C. After solidifying for 10 min at 4 °C, the slides were immersed in the lysis solution and then in freshly prepared alkaline unwinding solution to permit DNA unfolding followed by electrophoresis (21 V for 30 min). The slides were washed with double distilled H_2_O twice, immersed in 75% ethanol for 5 min, stained with PI. Analysis of comet images was performed using CASPLab: Comet Assay Software Project Laboratory (http://casp.sourceforge.net; RRID: SCR_007249).

### Western blotting

Western blotting was performed as described before [22, 23]. Band intensities were quantified by densitometry using ImageJ. Details of the antibodies used are provided in Supplementary Table 2.

### Immunoprecipitation (IP)

IP was carried out as described previously [22]. Cells were collected with trypsinization and lysed with lysis buffer (20mM Tris-HCl pH 8.6, 100mM NaCl, 20mM KCl, 1.5mM MgCl_2_, 0.5% NP-40, complete™ EDTA-free Protease Inhibitor Cocktail) on ice for 1 h and centrifuged at 16,000 × g for 30 min. After quantification using a BCA protein assay kit (ThermoFisher, #23225), 3 mg of total protein were rotated with antibodies at 4 °C overnight. Protein-antibody complexes were then captured with the PierceTM Protein A/G Agarose (ThermoFisher Scientific, #20421) at 4 °C for 2 h with rotation and beads were then rinsed with wash buffer (25mM Tris, 150mM NaCl, pH 7.2), boiled and subjected to immunoblotting analysis. Details of the antibodies used are provided in in Supplementary Table 2.

### PARP1 enzymatic activity

PARP1 enzymatic activity was measured using a colorimetric PARP1 activity kit (Genmed Scientifics, Arlington, MA; #GMS50116.1) according to the manufacturer’s instructions. Total protein was extracted, quantified, and a fixed amount (20–100 µg) was added to the reaction mixture containing the kit-supplied PARP buffer, activator, and substrate. After incubation at 37 °C for 1 h, absorbance at 405 nm was measured using a Multiskan SkyHigh Microplate Spectrophotometer (Thermo Scientific, #A51119500C). Sample absorbance values were background-corrected using a no-protein control. PARP1 activity is reported as background-corrected absorbance at 405 nm normalized to total protein (relative activity per mg).

### Mass spectrometry (MS)

Proteins captured by RNA pulldown with biotin‑labeled antisense (AS) or sense probes were resolved by SDS-PAGE (10% polyacrylamide) and visualized by Coomassie Brilliant Blue. A band observed exclusively in the PARYLATOR AS‑probe sample was excised for in‑gel digestion and LC–MS/MS analysis (EASY‑nLC 1000 coupled to an LTQ Orbitrap Velos Pro; Thermo Fisher Scientific). Proteins were reduced, alkylated, and trypsin‑digested. Resulting peptides were purified by C18 chromatography, separated on a C18 analytical column using the EASY‑nLC 1000, and analyzed by data‑dependent acquisition with CID for peptide fragmentation. Proteins identified as potential PARylator interactors are listed in Supplementary Tables 4 and 5.

### Inducible ShRNA knockdown

Cell lines with inducible shRNA targeting PARylator were generated using the FH1‑tUTG doxycycline (Dox)‑inducible knockdown vector as previously described [22, 23]. Knockdown was induced with Dox (1 µg/mL) for 48–72 h unless otherwise specified. shRNA oligonucleotide sequences are listed in Supplementary Table 6.

### Plasmids

The FH1‑tUTG plasmid was a gift from A/Professor M. J. Herold (Walter and Eliza Hall Institute of Medical Research, Australia). The pcDNA3.1(+), pGL4.73[hRluc/SV40], and pSin‑3×Flag plasmids were gifts from Professor Mian Wu (Translational Research Institute, Henan Provincial People’s Hospital, Zhengzhou, China). The pEGFP‑C1 plasmid was a gift from A/Professor Yongyan Wu (Department of Otolaryngology, The First Affiliated Hospital of Shanxi Medical University, Taiyuan, China). Packaging plasmids pMDLg/pRRE (Addgene #12251), pMD2.G (Addgene #12259), and pRSV‑Rev (Addgene ##12253) were obtained from Addgene. Expression and reporter constructs pcDNA3.1‑PARylator, pcDNA3.1‑FOXA1, pGL3‑PARylator‑promoter, and pGL3‑PARylator‑promoter‑ΔFOXA1‑BR were synthesized by Sangon Biotech (Shanghai, China).

### Quantitative PCR (qPCR)

qPCR was carried out as previously described [22, 23]. Relative mRNA levels were calculated using the 2^-ΔΔCt method and normalized to 18 S rRNA. Primer sequences are provided in Supplementary Table 7.

### Absolute quantification of RNA

Absolute quantification was performed by qPCR using a standard‑curve approach detailed previously [23]. Primer sequences are listed in Supplementary Table 7.

### RNA sequencing (RNA-seq)

RNA-seq was performed by GENEWIZ (Suzhou, China). For each sample, 1 µg total RNA was used for library preparation. Poly(A) + mRNA was isolated using a magnetic oligo(dT) capture module and converted to sequencing libraries according to the manufacturer’s instructions. Libraries were sequenced on an Illumina NovaSeq 6000 system (RRID: SCR_016387). Reads were quality‑controlled (FastQC; RRID: SCR_014583), aligned to the human reference genome (e.g., GRCh38) with STAR (RRID: SCR_015899), and gene‑level counts were generated (featureCounts; RRID: SCR_012919). Differential expression analysis was performed using the DESeq2 Bioconductor package (RRID: SCR_015687), which models counts with a negative binomial distribution; Wald test statistics and Benjamini-Hochberg adjusted p values were used to define differentially expressed genes (typically FDR < 0.05).

### Chromatin Immunoprecipitation (ChIP)

ChIP was performed using the ChIP Assay Kit (Beyotime; #P2078) according to the manufacturer’s instructions as described before [22, 23]. Details of the antibodies and primers used are provided in Supplementary Tables 2 and 7, respectively.

### Luciferase reporter assays

Cells were co-transfected with pGL3- PARylator -promoter reporters or pGL3-PARylator-promoter-ΔFOXA1-BR reporters together with pGL4.73[hRluc/SV40] reporters expressing the Renilla luciferase. 48 h later, firefly and Renilla luciferase activities were measured using the Dual‑Luciferase Reporter Assay System (Promega; #E1910) with a Varioskan LUX microplate reader (Thermo Fisher Scientific; #VL0L00D0). Firefly luciferase activity was normalized to Renilla luciferase activity (F/R).

### In vitro transcription

In vitro transcription was performed as described previously [22]. Briefly, Plasmids containing a T7 promoter upstream of the insert were linearized downstream of the transcription unit with BstBI (New England biolab; #R0519S), purified, and quantified. Linear DNA was transcribed with the TranscriptAid T7 High Yield Transcription Kit (Thermo Fisher Scientific, #K0441) according to the manufacturer’s instructions. In vitro-transcribed RNAs were 3′‑end labeled with desthiobiotin using the Pierce RNA 3′ End Desthiobiotinylation Kit (Thermo Fisher Scientific; #20163).

### RNA pull-down (RPD)

RPD was conducted as previously described [22, 23]. Details of the antibodies and primers used are provided in Supplementary Tables 2 and 7, respectively.

### RNA Immunoprecipitation (RIP)

RIP was performed using a Magna RIP™ Kit (Millipore; #17–700; Darmstadt, Germany) according to the manufacturer’s instructions as described previously [22, 23]. Details of the antibodies and primers are provided in Supplementary Tables 2 and 7, respectively.

### Chromatin isolation for PARP1 association

All buffers were kept ice‑cold and supplemented immediately before use with EDTA‑free protease and phosphatase inhibitors under RNase‑free conditions. Cells were treated with hydrogen peroxide (H_2_O_2_, 200 µM) in prewarmed media for 10 min, washed with ice‑cold PBS, scraped, pelleted, and sequentially extracted in CSK buffer (10 mM PIPES pH 6.8, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 0.5% Triton X‑100). The remaining nuclear pellet was resuspended in nuclease buffer (10 mM Tris‑HCl pH 7.5, 50 mM NaCl, 3 mM MgCl_2_, 1 mM CaCl_2_, 0.2% Triton X‑100), treated with benzonase (50 U, Merck, #9025-65-4) with gentle mixing, and clarified (16,000 × g, 10 min, 4 °C) to yield the chromatin‑bound fraction (supernatant), which was analyzed by SDS-PAGE and immunoblotting for PARP1 and XRCC1.

### Mouse models

Mice were housed under specific pathogen‑free conditions, individually ventilated cages, standard chow and water added with libitum, 21–23 °C, 40–60% humidity, 12 h light/dark. Cells (1 × 10^7^) in 100 µL solution (PBS: Matrigel 1:1) were subcutaneously injected into the dorsal flanks of 4-week-old female BALB/c nu/nu mice (6 mice per group, Shanghai SLAC Laboratory Animal Co. Ltd., China). Tumor growth was measured every 3 days using a caliper by an investigator blinded to group allocation. Mice were randomized to treatment groups when tumors reached ~ 100 mm^3^. Tumor volume was calculated as V = L × W^2^ / 2. Cisplatin (CDDP) diluted in saline was given through intraperitoneal injection (i.p.) (1 mg/kg) every other day for 10 times. Dox was also diluted in saline and given through i.p. (3 mg/kg) every other day for 7 times. Humane endpoints were predefined. Mice were euthanized when tumors reached 2,000 mm^3^, ulcerated, or if body weight loss exceeded 15%, per protocol. Euthanasia was performed by CO_2_ inhalation followed by cervical dislocation. Studies on animals were conducted in accordance with relevant guidelines and regulations and were approved by the Animal Ethics Review Committee of Zhengzhou University (ZZU-LAC20250912 [12]).

### Statistical analysis

Statistical analysis was carried out using GraphPad Prism 10 to assess differences between experimental groups. Differences were analyzed using a two-tailed Student’s t test or a one-way ANOVA followed by Tukey’s multiple comparisons test. *P* values less than 0.05 were considered statistically significant.

## Results

### Gene copy number gain and transcriptional activation by FOXA1 drive PARylator upregulation in ESCC

To assess the contribution of noncoding RNAs encoded within distal chromosome 3q (3q26–q29) to ESCC biology, we first asked which lncRNAs from this region are upregulated in ESCC. Analysis of the TCGA squamous esophageal carcinoma subset identified LINC00885 as the most upregulated lncRNA from 3q26–q29 in ESCC versus normal (noncancerous) esophagus (Fig. 1a; Supplementary Fig. 1a). Consistent with the frequent genomic amplification of this locus in SCC, LINC00885 is similarly upregulated in lung squamous cell carcinoma (LUSC) and cervical squamous cell carcinoma (CESC) compared with corresponding normal tissues (Supplementary Fig. 1b, c). Corroborating the upregulation of LINC00885 in ESCC, ISH analysis revealed that LINC00885 expression was often elevated in a panel of 111 FFPE ESCC tissues compared with paired adjacent normal esophageal samples, showing a predominantly nuclear signal (Fig. 1b, c; Supplementary Table 8). Based on these findings, we investigated the functional role of LINC00885 in ESCC cell biology and hereinafter refer to it as “PARylator,” reflecting its ability to promote protein PARylation (see below).

**Fig. 1:**
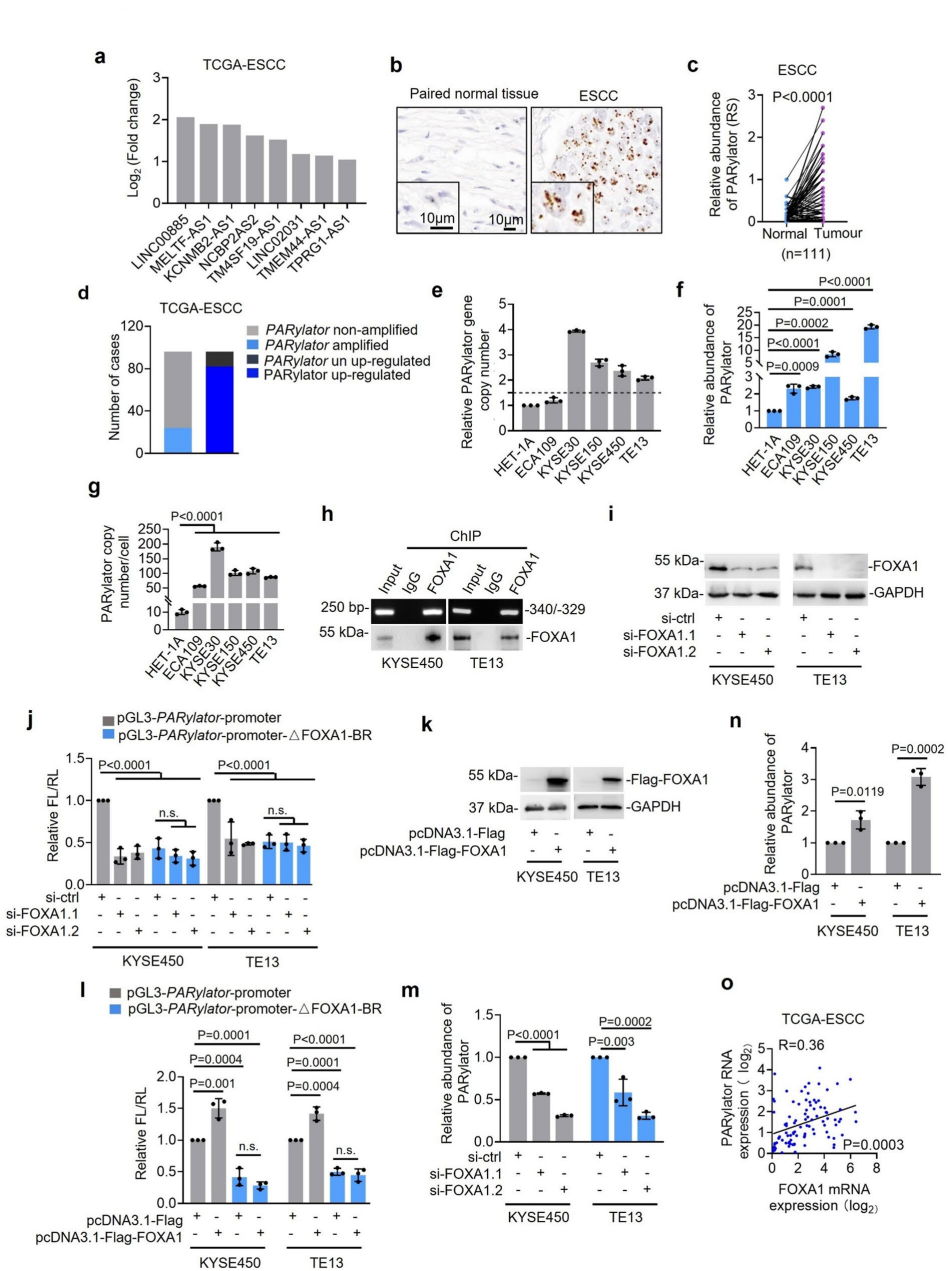
PARylator is upregulated in ESCC cells by genomic amplification and FOXA1-mediated transcription. **a** Analysis of the TCGA-ESCC dataset showing LINC00885 (PARylator) as the most upregulated lncRNA in esophageal squamous cell carcinoma (ESCC) samples (*n* = 82) compared to normal (non-cancerous) esophageal tissues (*n* = 11), among lncRNAs encoded within the distal portion of chromosome 3q (3q26-q29). The top eight upregulated lncRNAs are shown. **b** and **c** Representative microphotographs (b) and quantification (c) of ISH analysis of LINC00885 (PARylator) expression in FFPE ESCC and matched adjacent normal esophageal tissues (*n* = 111 pairs). Data shown are representatives (b) or mean ± s.d. (c); *n* = 3 independent experiments, two-tailed Student’s *t*-test. Scale bar, 10 μm. RS, reactive score. **d** Comparison of the proportion of ESCCs with genomic amplification of the *PARylator* gene (*n* = 24) to those with elevated PARylator expression (*n* = 82) in the TCGA-ESCC cohort (*n* = 96). Two-tailed Student’s t-test. **e** Relative copy number of the *PARylator* gene in the indicated cell lines, measured using qPCR on genomic DNA. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **f** PARylator expression in the indicated ESCC cell lines and the normal esophageal epithelial cell line HET-1 A, as measured by qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **(g)** Absolute quantification of PARylator by qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **h** Association of FOXA1 with the FOXA1-BR (-340/-329) at the *PARylator* promoter, measured by ChIP. Data shown are representatives; *n* = 3 independent experiments. **i** and **j** SiRNA knockdown of FOXA1 (i) or deletion of the FOXA1-BR reduced the transcriptional activity of the *PARylator* reporter construct (j), as measured by a dual-luciferase reporter assay. Data shown are representatives (i) or mean ± s.d. (j); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. FL: firefly luciferase; RL: Renilla luciferase. **k** and **l** Overexpression of FOXA1 (k) increased the transcriptional activity of the *PARylator* reporter construct (l), which is reversed by deletion of the FOXA1-BR. Data shown are representatives (k) or mean ± s.d. (l); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. FL: firefly luciferase; RL: Renilla luciferase. **m** SiRNA knockdown of FOXA1 reduced endogenous PARylator expression, as measured by qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **n** Overexpression of FOXA1 increased endogenous PARylator expression, as measured by qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, Two-tailed Student’s t-test. **o** Linear regression analysis of the relationship between PARylator and FOXA1 mRNA expression levels in ESCC samples in the TCGA-ESCC cohort (*n* = 82). Two-tailed Pearson correlation coefficient test

In line with the frequent genomic amplification of the 3q26-q29 region, the *PARylator* locus exhibited copy number gain in 25% of ESCCs in the TCGA-ESCC dataset (Fig. 1d). Nevertheless, this frequency was lower than the proportion of ESCCs with elevated PARylator expression (Fig. 1d), suggesting that additional mechanisms, such as transcriptional regulation, may contribute to the upregulation of PARylator in ESCC. Supporting this notion, qPCR analysis showed that the expression of PARylator was elevated in the ESCC cell line ECA109 lacking copy number gain when compared to the immortalized esophageal epithelial cell line HET-1 A (Fig. 1e, f). Moreover, absolute quantification using qPCR estimated 190 and 56 PARylator molecules per KYSE30 (with copy number gain) and ECA109 (without copy number gain) cell, respectively, compared with approximately 10 PARylator molecules per HET-1 A cell (Fig. 1e, g).

We therefore tested whether transcriptional activation drives PARylator upregulation. Motif analysis of the proximal promoter of the *PARylator* gene predicted a FOXA1-binding site within the proximal promoter (-340 to -329 bp relative to the transcription start site) (Supplementary Fig. 1d). ChIP analysis of TE13 and KYSE450 cells showed FOXA1 enrichment at the predicted FOXA1-binding region (FOXA1-BR) (Fig. 1h). Luciferase reporter assays demonstrated that either FOXA1 knockdown or deletion of the FOXA1 binding region (FOXA1-BR) reduced the activity of the PARylator promoter. (Fig. 1i, j), indicating that this region is required for full promoter activity. Consistently, FOXA1 overexpression increased PARylator reporter activity, which was nevertheless reversed by deletion of the FOXA1-BR (Fig. 1k, l). Indeed, FOXA1 knockdown reduced endogenous PARylator levels (Fig. 1m), while FOXA1 overexpression increased PARylator expression in TE13 and KYSE450 cells (Fig. 1k, n). Moreover, FOXA1 and PARylator expression were correlated in the TCGA-ESCC cohort (Fig. 1o). Collectively, these results indicate that FOXA1-mediated transcriptional regulation, together with genomic amplification, contributes to PARylator upregulation in ESCC cells.

### PARylator promotes ESCC cell survival and proliferation

We next investigated whether upregulation of PARylator confers a growth advantage to ESCC cells. PARylator knockdown reduced viability, as quantified using CCK8 assays, and clonogenicity in TE13 and KYSE450 cells (Fig. 2a-d). These effects were associated with apoptosis, as shown by Annexin V/PI staining (Fig. 2e). In addition, S‑phase accumulation was observed in TE13 cells (Fig. 2f). The inhibition of cell viability and induction of apoptosis were attenuated by ectopic expression of siRNA-resistant PARylator (PARylator.siRNA.1.R and PARylator.siRNA.2.R) (Fig. 2a, b and e), further suggesting that the observed effects are specifically due to the targeted action of PARylator. Notably, the introduction of PARylator siRNA into HET-1 A cells did not significantly affect viability or induce apoptosis (Supplementary Fig. 1e, f and g), which is consistent with the very low expression of PARylator in this cell line (Fig. 1f, g). These results suggest that PARylator is dispensable for survival and proliferation in non-malignant esophageal epithelial cells but functionally important in ESCC cells.

**Fig. 2:**
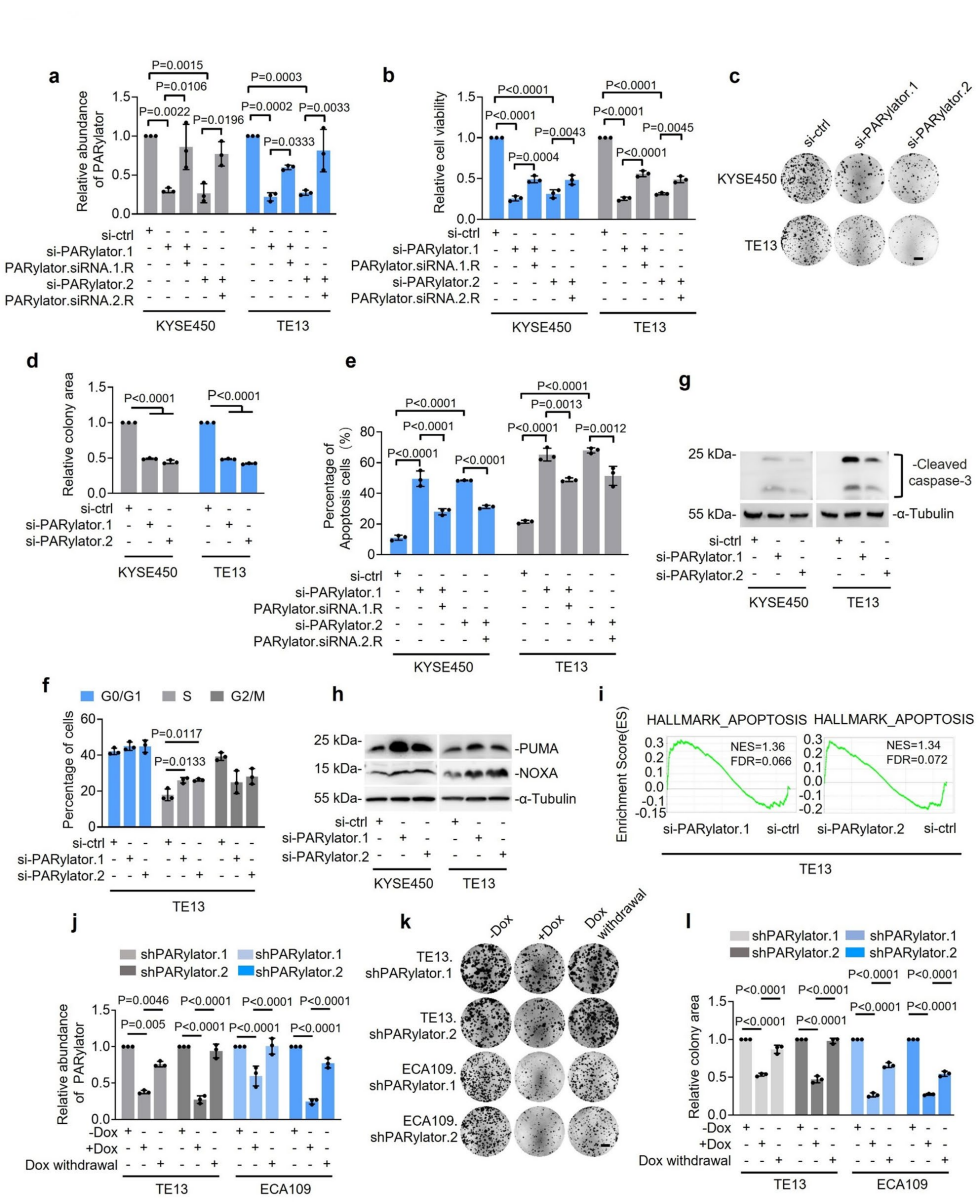
PARylator promotes ESCC cell survival and proliferation. **a** and **b** SiRNA knockdown of PARylator (a) reduced ESCC cell viability (b) as measured using qPCR (a) and CCK-8 assays (b), respectively. Co-transfection of the PARylator siRNA with an siRNA-resistant PARylator expression plasmid rescued both PARylator expression (a) and cell viability (b). Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **c** and **d** Representative photographs (c) and quantification (d) of clonogenic assays in ESCC cells with or without siRNA knockdown of PARylator. Data shown are representatives (c) or mean ± s.d. (d); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 1 cm. **e** SiRNA knockdown of PARylator induced apoptosis in ESCC cells, as measured using flowcytometry analysis of Annexin V/propidium iodide staining, Co-transfection of the PARylator siRNA with an siRNA-resistant PARylator expression plasmid rescued cell apoptosis. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **f** SiRNA knockdown of PARylator caused S phase arrest in TE13 cells, as determined by flowcytometry analysis of propidium iodide staining. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **g** SiRNA knockdown of PARylator induced caspase-3 activation (cleavage), as measured using Western blotting with an anti-cleaved caspase-3 Ab, Data shown are representatives; *n* = 3 independent experiments. **h** SiRNA knockdown of PARylator caused upregulation of PUMA and NOXA, as measured in ESCC cells, as determined by Western blotting. Data shown are representatives; *n* = 3 independent experiments. **i** Gene Set Enrichment Analysis (GSEA) of RNA-seq data from TE13 cells showing that knockdown of PARylator using two independent siRNA caused enrichment of the HALLMARK_APOPTOSIS signature. *n* = 3 experimental repeats. **j** Induced knockdown of PARylator by treatment with doxycycline (Dox, 200 ng/ml), with knockdown effects attenuated upon Dox withdrawal in TE13.shPARylator and ECA109.PARylator cells. Data shown are mean ± s.d.; *n* = 3 independent experiments, two-tailed Student’s *t*-test. **k** and **l** Representative photographs (k) and quantification (l) of clonogenic assays in TE13.shPARylator and ECA109.PARylator cells, with or without induced knockdown of PARylator by treatment with doxycycline (Dox, 200 ng/ml). Cessation of Dox treatment led to restoration of PARylator levels and recovery of clonogenic growth. Data shown are representatives (k) or mean ± s.d. (l); *n* = 3 independent experiments, two-tailed Student’s *t*-test. Scale bar, 1 cm

The induction of apoptosis upon PARylator knockdown in TE13 and KYSE450 cells was corroborated by cleaved caspase‑3 detected by Western blotting (Fig. 2g) [24]. Moreover, Western blotting analysis revealed that the knockdown resulted in upregulation of the BH3-only proapoptotic proteins, Phorbol-12-myristate-13-acetate-induced protein 1 (PMAIP1, also known as NOXA) and p53 upregulated modulator of apoptosis (PUMA, also known as BBC3) (Fig. 2h), both of which are commonly induced by DNA damage and contribute to apoptosis [25, 26]. Considering that both TE13 and KYSE450 cells harbor *TP53* mutations, the upregulation of NOXA and PUMA and induction of apoptosis upon PARylator knockdown in these cells likely reflects p53-independent mechanisms. Regardless, gene set enrichment analysis (GSEA) of the RNA-seq data from TE13 cells showed significant enrichment of the HALLMARK_APOPTOSIS signature upon PARylator knockdown with two independent siRNAs (Fig. 2i). Together, these results indicate that PARylator supports ESCC cell survival and proliferation, consistent with engagement of DDR signaling.

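The RNA-seq experiment compared TE13 cells, an established ESCC cell line, after transfection with control siRNA, PARylator siRNA.1 or PARylator siRNA.2, with 3 libraries per condition. According to the methods, poly(A)+ RNA was sequenced, reads were aligned to the human genome with STAR, and gene-level counts were generated with featureCounts. The authors deposited the raw count of each gene in each library beside its FPKM, the count scaled by the gene's exonic length and by the library's total count on genes. The control libraries held 15337917, 15588037 and 17899074 counts on genes, the siRNA.1 libraries 17762752, 15374616 and 17459367, and the siRNA.2 libraries 19798322, 19213164 and 22559998. Mitochondrial genes took between 7.46% and 7.66% of the counts in the control libraries, between 4.99% and 5.06% in the siRNA.1 libraries, and between 5.54% and 5.56% in the siRNA.2 libraries. Libraries of the same condition differed by more than the sampling noise, with a chi-square per degree of freedom between 2.79 and 4.95. Each was counted as 1 sample, and the legend of Fig. 2i calls them experimental repeats. The excess does not tell separate experiments from parallel cultures of a single experiment. The p-values therefore cover the spread between these libraries only. Counts were normalized for library size by edgeR's TMM method and tested with edgeR's quasi-likelihood test in a single fit of the 3 conditions, over the 21395 genes with a mean of at least 0.1 FPKM, with Benjamini-Hochberg adjustment. The siRNA numbers are those of the library labels. The targeted gene was at the limit of what this depth could measure. The paper measured its knockdown by qPCR (Fig. 2a), which was not re-analysed here. LINC00885 (PARylator, ENSG00000224652) had 6, 7 and 12 counts in the control libraries, 4, 5 and 2 in the siRNA.1 libraries, and 2, 0 and 4 in the siRNA.2 libraries. Its log2 fold change was -1.21 with siRNA.1 (standard error 0.95, adjusted p = 0.376 from edgeR) and -2.33 with siRNA.2 (standard error 1.01, adjusted p = 0.0659 from edgeR). With each library left out in turn, these values ranged from -1.55 to -0.90 and from -3.16 to -1.81. Summed over the libraries, the 11 reads with siRNA.1 came to 42.5% of the control level relative to the library totals (95% exact binomial confidence interval, 18.9% to 89.5%) and the 6 reads with siRNA.2 to 19.0% (6.39% to 47.5%). These shares compare the sequenced libraries and cover counting error only. With siRNA.1, 6472 genes had an adjusted p under 0.05, 3219 of them higher and 3253 lower than with control siRNA. With siRNA.2, 6614 genes passed, 3384 higher and 3230 lower. In the same direction with both siRNAs were 4546 genes, 2366 higher and 2180 lower, and 76 passed in opposite directions. The comparisons share the control libraries. In 20 simulations, all 9 libraries were drawn anew without any change, each gene independently, and 0 genes passed in both comparisons. A deviation common to the real control libraries was not simulated, so these simulations cannot exclude it as a source of shared genes. The log2 fold changes had the same sign with both siRNAs for 76.8% of genes, against a mean of 66.9% in the simulations. Requiring an absolute log2 fold change of at least 1 in addition moved the counts most, to 847 genes with siRNA.1, 861 with siRNA.2 and 499 with both. The share of higher genes differed between settings: after FPKM were rescaled to the same sum in every library, which left the median log2 fold change of all genes at 0.11 with siRNA.1 and 0.08 with siRNA.2, limma gave 73.4% higher with siRNA.1 and 66.5% with siRNA.2, against 57.1% and 54.2% with limma on log2(FPKM + 0.1) without the rescaling, 48.4% and 49.0% with limma after quantile normalization and 49.7% and 51.2% with edgeR. Between the siRNAs, 2603 genes differed, 1306 of them higher with siRNA.2. Across genes, which are not independent replicates, the log2 fold changes of both siRNAs had a Pearson correlation of 0.621, against a mean of 0.527 in the simulations, and over the 11156 genes with a mean count of at least 100 it was 0.861, against 0.514. Genes whose 3′ UTR contained GTGCTTT, complementary to bases 8 to 14 of the sequence the paper lists as siRNA.1, were lower in the libraries labelled siRNA.2 than in those labelled siRNA.1 (z = -8.51 over 10717 genes).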

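For GSEA of the HALLMARK_APOPTOSIS signature, genes were ranked by the signal-to-noise ratio of the deposited FPKM between the 3 PARylator siRNA libraries and the 3 control libraries, and a weighted running sum was compared with 10000 random gene sets of the same size. The paper's text names neither the ranking nor the kind of permutation. The genes of the signature were written down from recall and not from a copy of the published collection, so single members can differ from it. All were listed in the deposited table, and 144 were ranked among 17211 genes with a symbol and a mean of at least 0.1 FPKM. The normalized enrichment score was 1.38 with siRNA.1 (one-sided permutation p = 0.0271 over random gene sets) and 1.39 with siRNA.2 (one-sided permutation p = 0.0213). Permuting the libraries in place of the genes, the real labeling gave the highest enrichment score of the 20 labelings with each siRNA, an exact permutation p of 0.05, which is the smallest p that 3 libraries against 3 allow in a one-sided test. The running sum peaked after 25 of the 144 genes with siRNA.1 and after 19 with siRNA.2, and 18 genes were before the peak with both. The score depended on the ranking, the weight of the running sum and the gene list. Ranked by the signal-to-noise ratio of log2(FPKM + 0.1), the score was 0.938 with siRNA.1 and 0.949 with siRNA.2, and neither passed the threshold. With an unweighted running sum, it was 0.937 with siRNA.1 and -1.32 with siRNA.2, and with the apoptosis genes of the deposited table's pathway annotation, 0.872 and 0.853. Ranked by limma's moderated t statistic, it was 1.61 with siRNA.1 (one-sided permutation p = 0.0021) and 1.27 with siRNA.2 (one-sided permutation p = 0.0783). Without control siRNA replicate 2, the score with siRNA.1 was 1.31 (one-sided permutation p = 0.0567). Left out in turn, the other libraries kept the score with siRNA.1 between 1.33 and 1.37, and the score with siRNA.2 stayed between 1.32 and 1.38 without any 1 library. After the data were seen, the 15 ranked members annotated to interferon were left out. The score was then 1.21 with siRNA.1 (one-sided permutation p = 0.134) and 1.23 with siRNA.2 (one-sided permutation p = 0.108). Leaving out as many random members gave a score as low in 9 of 200 draws with siRNA.1 and 15 of 200 with siRNA.2. From the enrichment with both siRNAs together with its other assays of PARylator knockdown in Fig. 2, the paper concludes that PARylator supports survival and proliferation of ESCC cells.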

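The genes of the signature moved in both directions. With siRNA.1, 42 of the 144 genes were higher and 43 lower at an adjusted p under 0.05 over all genes tested, and 90 changed when adjusted over the list alone. With siRNA.2, 39 were higher and 48 lower, and 92 changed when adjusted over the list alone. In both comparisons together, 31 genes were higher with each siRNA, 31 lower with each, and 4 changed in opposite directions. The median log2 fold change of the list was 0.0078 with siRNA.1 (p = 0.0324 from limma's camera with a preset correlation between genes of 0.01, which 6 of the 9 fits that each left out a library did not pass) and -0.049 with siRNA.2 (p = 0.828 from camera). The rotation test fry gave p = 0.00155 with siRNA.1 and p = 0.406 with siRNA.2, and camera with the correlation estimated from the libraries gave p = 0.195 and p = 0.886. Tested directly between the siRNAs, the list was lower with siRNA.2 than with siRNA.1 by a median of -0.043 (p = 0.000392 from camera, p = 0.0519 with the estimated correlation and p = 0.00337 from fry). The genes with the highest mean signal-to-noise ratio over both siRNAs were ISG20, CD14, IFNB1, IGFBP6 and TNFSF10. ISG20 (ENSG00000172183, chromosome 15, 88635670 to 88656483) rose from 1.24 ± 0.0265 FPKM (SD, n = 3) to 5.19 ± 0.364 with siRNA.1 and 4.90 ± 0.385 with siRNA.2. Its log2 fold changes were 2.04 (standard error 0.10, adjusted p = 1.58e-82 from edgeR) and 1.97 (standard error 0.10, adjusted p = 4.12e-78 from edgeR). IGFBP6 rose from 77.2 ± 3.85 FPKM (SD, n = 3) to 274 ± 16.0 and 166 ± 8.26, with log2 fold changes of 1.80 and 1.09, and the siRNAs differed by -0.71 (adjusted p = 2.67e-53 from edgeR). TNFSF10, which encodes the death receptor ligand TRAIL, rose from 8.16 ± 0.321 FPKM (SD, n = 3) to 18.3 ± 0.807 and 20.8 ± 1.89, with log2 fold changes of 1.14 and 1.34. IFNB1 and CD14 had 3 counts or fewer in every control library. IFNB1 was at least 3.03-fold higher with siRNA.1 and at least 5.47-fold higher with siRNA.2, and CD14 at least 2.45-fold and at least 2.89-fold, where CD14 missed the threshold with siRNA.1 (adjusted p = 0.0526 from edgeR) and lost it with siRNA.2 in 4 of the 9 fits that each left out a library. Among the lowest ratios were those of BMF and CASP9. BMF, a BH3-only gene, fell from 9.95 ± 0.660 FPKM (SD, n = 3) to 5.93 ± 0.127 and 3.60 ± 0.361, with log2 fold changes of -0.77 and -1.48. CASP9 had log2 fold changes of -0.89 and -0.86.

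**Figure D1:**
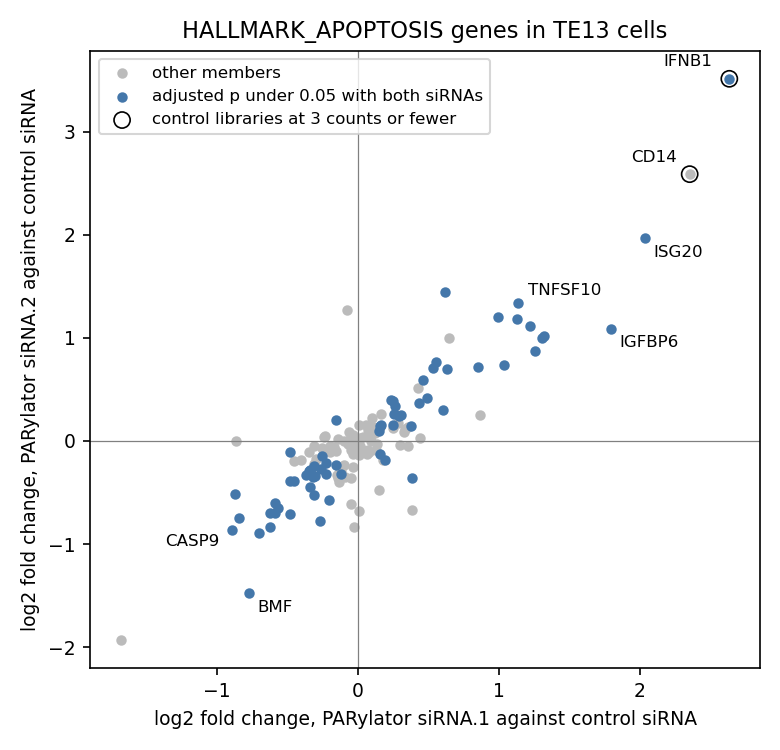
Log2 fold changes of the 144 HALLMARK_APOPTOSIS genes in TE13 cells, each point 1 gene, with PARylator siRNA.1 on the horizontal axis and PARylator siRNA.2 on the vertical axis, each against control siRNA (3 libraries per condition). Blue points passed with both siRNAs, 31 of them in the upper right, 31 in the lower left and 4 in opposite directions, and circled points (IFNB1 and CD14) had 3 counts or fewer in every control library, so that their fitted values depend on the prior count.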

To assess reversibility and strengthen specificity, we established sublines of TE13 and ECA109 cells (designated as TE13.shPARylator.1 and TE13.shPARylator.2 as well as ECA109.shPARylator.1 and ECA109.shPARylator.2) with conditional knockdown of PARylator upon treatment with Dox. Induction of PARylator knockdown by Dox treatment (200 ng/ml) led to a reduction in clonogenicity (Fig. 2j-l). Upon doxycycline withdrawal, PARylator levels were restored, and clonogenic growth recovered (Fig. 2j-l). These observations further support the specificity of PARylator shRNAs and reinforce the role of PARylator in promoting ESCC cell survival and proliferation.

### PARylator interacts with PARP1

To confirm the predominant nuclear signal of PARylator observed in the ISH study (Fig. 1b), we carried out FISH analysis of TE13 cells. This analysis similarly demonstrated that PARylator primarily localized to the nucleus (Fig. 3a). To identify PARylator‑associated proteins, we performed RPD followed by mass spectrometry (MS). PARP1 appeared to be the most abundant protein that coprecipitated with PARylator in both TE13 and KYSE450 cells (Fig. 3b; Supplementary Tables 4 and 5), consistent with its role as a nuclear enzyme essential for SSB repair [1–4]. The association between PARylator and PARP1 was further confirmed by RPD and RIP assays in TE13 and KYSE450 cells (Fig. 3c, d). Furthermore, in vitro synthesized PARylator interacted with recombinant PARP1 in a cell-free system as measured by RIP (Fig. 3e), supporting the existence of a direct interaction.

**Fig. 3:**
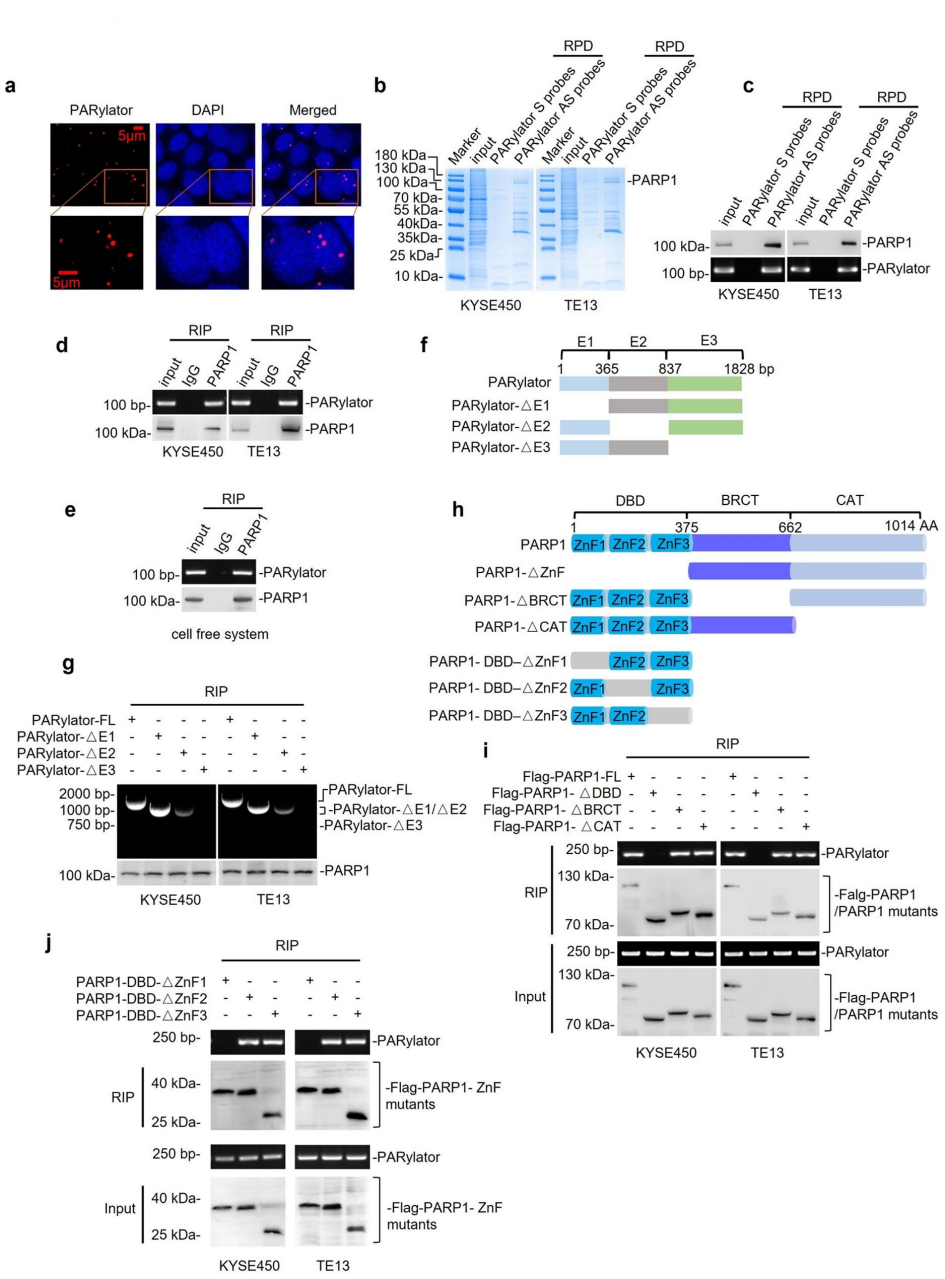
PARylator interacts with PARP1. **a** FISH analysis showing the predominant nuclear localization of PARylator in TE13 cells. Data shown are representatives; *n* = 3 independent experiments. **b** PARP1 was the most abundant protein recovered in PARylator RNA pull-downs, as determined by LC-MS/MS. *n* = 1 experiment. **c** and **d** The interaction between PARylator and PARP1 demonstrated by RPD (c) and RIP (d). Data shown are representatives; *n* = 3 independent experiments. **e** PARylator bound to recombinant PARP1 in a cell-free system, as shown by RIP. Data shown are representatives; *n* = 3 independent experiments. **f** Schematic illustration of full-length PARylator (PARylator‑FL) and the indicated PARylator fragments (E1: 1-365; E2: 366–837; and E3: 838–1828) used for mapping experiments. **g** Deletion of E3 (△838–1828) of PARylator, but not deletion of E1 (△1–365) or E2 (△366–837), abolished the association of PARylator with PARP1. Data shown are representatives; *n* = 3 independent experiments. FL: full-length. **h** Schematic illustration of full-length PARP1 (PARP1‑FL) and the PARP1 mutant with indicated fragment deletions used for mapping experiments. **i** Deletion of the DBD, but not deletion of the BRCT or CAT, abolished PARP1 association with PARylator, as shown in RIP. Data shown are representatives; *n* = 3 independent experiments. **j** Deletion of ZnF1, but not ZnF2 or ZnF3, diminished PARP1 association with PARylator, as shown in RIP. Data shown are representatives; *n* = 3 independent experiments

To identify the region of PARylator responsible for binding PARP1, we performed deletion mapping experiments using in vitro-transcribed PARylator mutants (Fig. 3f). RIP analysis revealed that deletion of the segment corresponding to exon 3 (E3, 838–1828) of PARylator, but not deletion of the segment corresponding to E1 (1–365) or E2 (366–837), abolished the association of PARylator with PARP1 (Fig. 3g), indicating that the nucleotides 838–1828 are critical for PARP1 binding. In addition to identifying the region of PARylator responsible for binding PARP1, we also mapped the determinant on PARP1 required for binding to PARylator (Fig. 3h). Deletion of the DNA-binding domain (DBD), but not deletion of the BRCA1 C-terminus (BRCT) or catalytic domain (CAT), abolished the association of PARP1 with PARylator, as evidenced by RIP assays (Fig. 3i). Within the DBD, deletion of zinc finger motif 1 (ZnF1), but not deletion of ZnF2 or ZnF3, markedly reduced the interaction of PARP1 with PARylator (Fig. 3j), indicating that ZnF1 in PARP1 is critical for its association with PARylator.

### PARylator facilitates parylation and limits DSB accumulation

We asked whether PARylator modulates PARP1 expression and activity. Since PARylator knockdown induced activation of caspase-3 (Fig. 2g), which is known to proteolytically cleave PARP1 during apoptosis [24], we pretreated TE13 and KYSE450 cells with the pan-caspase inhibitor z-VAD-fmk (50 µM) before knocking down PARylator using siRNAs. Under these conditions, PARylator knockdown did not significantly alter the PARP1 protein levels, determined by Western blotting (Supplementary Fig. 2a). However, PARylator knockdown reduced PARP1 enzymatic activity, quantified by a colorimetric assay for PARP1 activity, and decreased its auto-PARylation, as measured by PARP1 immunoprecipitation followed by anti‑PAR immunoblotting (Fig. 4a, b). In contrast, overexpression of PARylator modestly increased PARP1 activity (Supplementary Fig. 2b, c). Additionally, the PARylation of X-ray repair cross-complementing 1 (XRCC1), a scaffold protein critical for recruiting factors involved in SSB repair [10, 27], was reduced following PARylator knockdown, as determined by anti‑PAR immunoblotting of XRCC1 immunoprecipitates (Fig. 4c). Thus, PARylator promotes PARP1 activation and, consequently, the PARylation of both PARP1 itself and XRCC1.

**Fig. 4:**
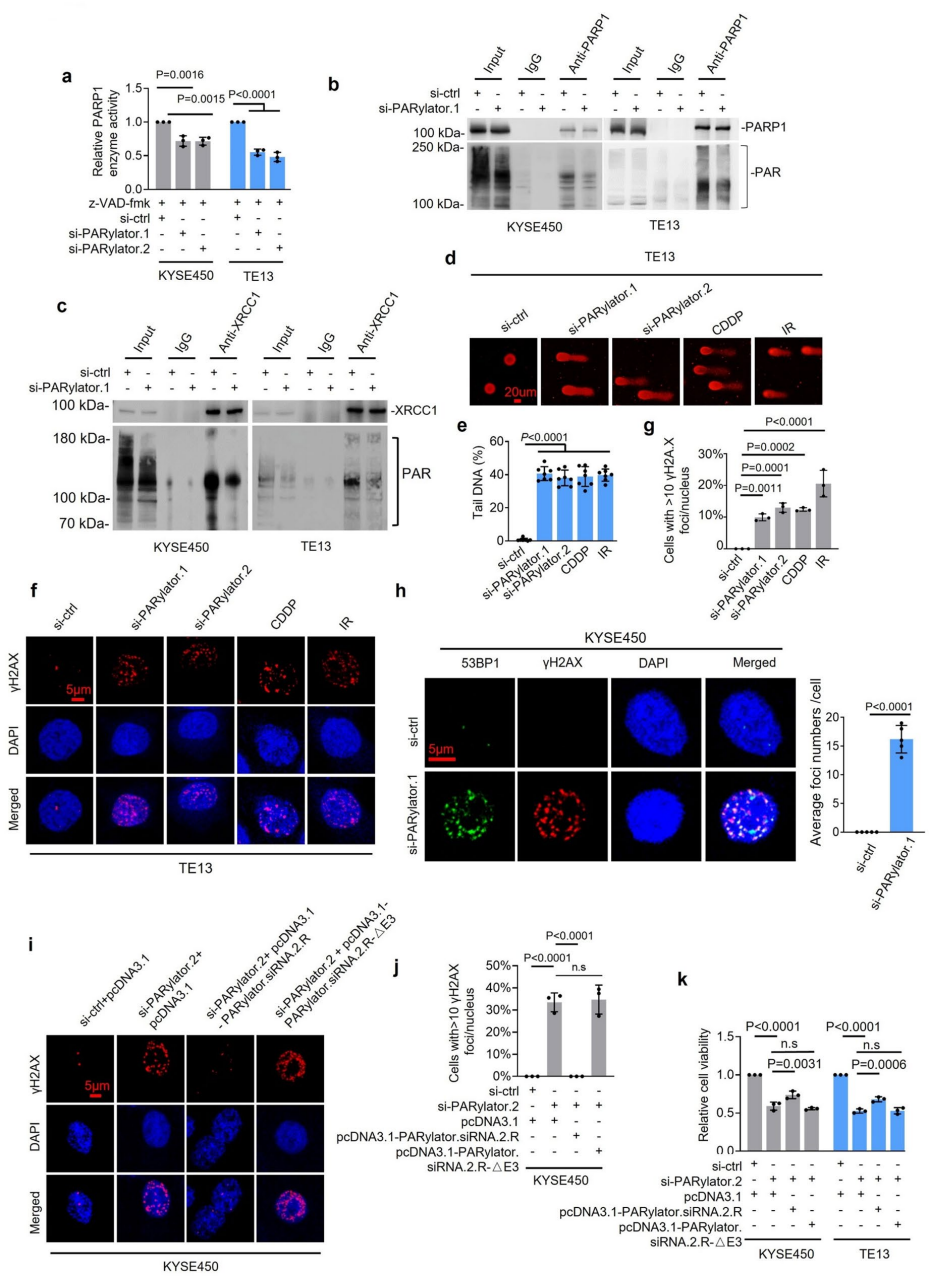
PARylator promotes PARP1 activation. **a** and **b** In TE13 and KYSE450 cells pretreated with the pan-caspase inhibitor z-VAD-fmk (50 µM), siRNA knockdown of PARylator reduced PARP1 catalytic activity (a) and auto-PARylation (b), as measured using colorimetric PARP1 activity assays (a) and immunoprecipitation followed by Western blotting (b), respectively. Data shown are mean ± s.d (a) or representatives (b); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **c** In TE13 and KYSE450 cells pretreated with the pan-caspase inhibitor z-VAD-fmk (50 µM), siRNA knockdown of PARylator decreased XRCC1 PARylation, as determined by immunoprecipitation followed by Western blotting. Data shown are representatives; *n* = 3 independent experiments. **d** and **e** Representative microphotographs (d) and quantification (e) of comet tails in TE13 cells with or without siRNA knockdown of PARylator. Data shown are representatives (d) or mean ± s.d. (e); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 20 μm. **f** and **g** Representative microphotographs (f) and quantification (g) of immunofluorescence staining of γH2AX in TE13 cells with or without siRNA knockdown of PARylator. Data shown are representatives (f) or mean ± s.d. (g); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 5 μm. **h** SiRNA knockdown of PARylator caused the accumulation of 53BP1 foci that colocalized with γH2AX in TE13 cells, as measured by immunofluorescence staining. Data shown are representatives; *n* = 3 independent experiments. Scale bar, 5 μm. **i** and **j** Representative microphotographs (i) and quantification (j) of immunofluorescence staining of γH2AX in KYSE450 cells, showing that expression of an siRNA-resistant PARylator (PARylator.siRNA.2.R), but not a siRNA-resistant PARylator with the E3 fragment (838–1828) deleted (PARylator.siRNA.2.R‑ΔE3), diminished the increase in γH2AX foci caused by siRNA knockdown of endogenous PARylator. Data shown are representatives (i) or mean ± s.d. (j); *n* = 3 independent experiments, two-tailed Student’s *t*-test. Scale bar, 5 μm. **k** Expression of a siRNA-resistant PARylator (PARylator.siRNA.2.R), but not a siRNA-resistant PARylator with the E3 fragment (838–1828) deleted (PARylator.siRNA.2.R‑ΔE3), partially rescued the reduction in viability caused by siRNA knockdown of endogenous PARylator in KYSE450 cells. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test

Unrepaired SSBs can stall or collapse DNA replication forks during the S phase, leading to DSBs [9, 10]. Since PARylator promotes PARP1 activation (Fig. 4a, b and Supplementary Fig. 2b, c), we reasoned that reduced PARP1 activation upon PARylator knockdown would increase DSBs. Supporting this, Western blotting showed that PARylator knockdown triggered phosphorylation of ataxia telangiectasia mutated (ATM; pS1981) and phosphorylation of checkpoint kinase 2 (CHK2; pT68) (Supplementary Fig. 2d). Moreover, PARylator knockdown increased comet tail moments and phosphorylated histone H2AX (γH2AX) foci in TE13 and KYSE450 cells, as measured using IF analysis (Fig. 4d-g and Supplementary Fig. 2e, f). These changes partially mimic the DSB phenotype induced by CDDP (0.25 µg/ml) or IR (4 Gy, single fraction) (Fig. 4d-f and Supplementary Fig. 2e, f), both standard treatments in ESCC management [12, 28]. In addition, IF analysis demonstrated that PARylator knockdown led to the accumulation of p53-binding protein 1 (53BP1) foci that colocalized with γH2AX (Fig. 4h and Supplementary Fig. 2g). These results are consistent with replication‑dependent DSBs and support that PARylator contributes to the maintenance of genomic integrity.

To test whether PARP1 binding is required for these effects, we performed rescue experiments. Expression of a siRNA-resistant PARylator (PARylator.siR) rescued KYSE450 cells from DNA damage and the reduction in cell viability caused by siRNA knockdown of endogenous PARylator, whereas a siRNA‑resistant PARylator lacking the 838–1828 fragment (PARylator.siR‑ΔE3), did not (Fig. 4i-k), indicating that the interaction of PARylator with PARP1 is required for its effects.

### PARylator promotes PARP1 chromatin association

Because PARP1 is activated upon binding to SSBs on chromatin [10, 29], we sought to determine PARylator influences PARP1 activation by modulating the association of PARP1 with chromatin in ESCC cells. TE13 and KYSE450 cells were transfected with PARylator or control siRNAs for 24 h and then exposed to H_2_O_2_ (200 µM) to induce oxidative SSBs [30]. Measurements were conducted 1 h after the addition of H_2_O_2_, before the onset of significant apoptosis. Chromatin fractionation followed by Western blotting revealed that PARylator knockdown reduced the enrichment of PARP1 in the chromatin fraction in response to H_2_O_2_ treatment (Fig. 5a). Consistently, detergent pre-extraction with 0.2% Triton X-100 for 5 min before immunofluorescence showed that PARylator knockdown decreased PARP1 retention on chromatin (Fig. 5b, c and Supplementary Fig. 3a, b). Nevertheless, this decrease in PARP1 retention was attenuated by ectopic expression of siRNA-resistant PARylator (PARylator.siRNA.R) (Fig. 5b, c). PARylator knockdown also diminished chromatin-associated XRCC1 (Fig. 5a-c and Supplementary Fig. 3a, b) in TE13 and KYSE450 cells. Conversely, PARylator overexpression modestly increased the levels of chromatin-associated PARP1 and XRCC1 (Fig. 5d-f and Supplementary Fig. 3c, d). Expression of a siRNA-resistant PARylator (PARylator.siR), but not a PARP1-binding-deficient mutant (PARylator.siR‑ΔE3), partially restored PARP1 chromatin enrichment in PARylator-depleted ESCC cells (Fig. 5g), indicating that PARylator-PARP1 interaction is critical for efficient PARP1 chromatin association.

**Fig. 5:**
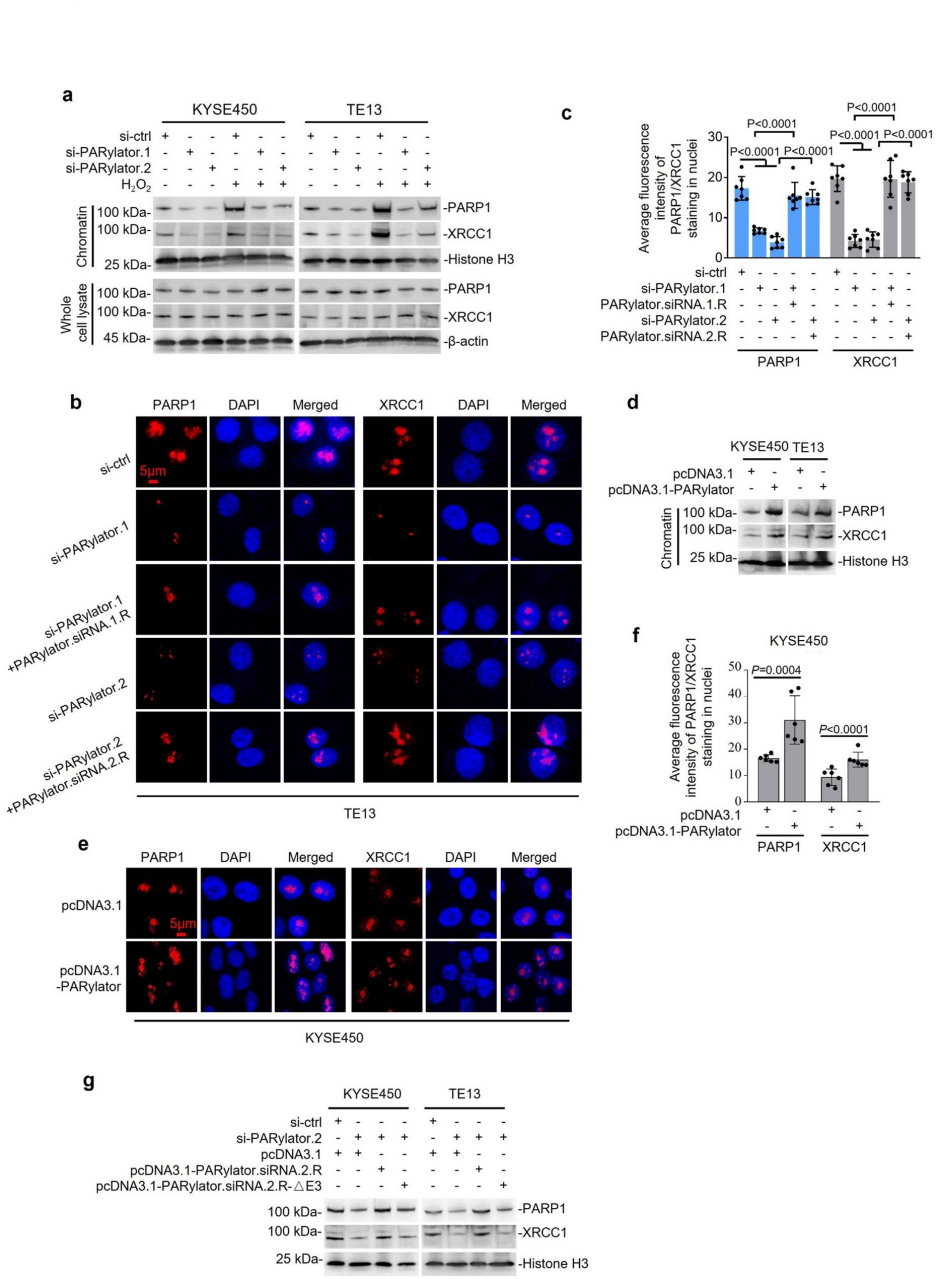
PARylator promotes PARP1 chromatin association. **a** siRNA knockdown of PARylator reduced the association of PARP1 and XRCC1 with chromatin in TE13 and KYSE450 cells treated with or without H_2_O_2_ (200 µM, 1 h), as measured by chromatin fractionation followed by Western blotting. Data shown are representatives; *n* = 3 independent experiments. **b** and **c** Representative microphotographs (b) and quantification (c) of immunofluorescence staining of PARP1 and XRCC1 under detergent pre-extraction conditions in TE13 cells. Cells were subjected to: (i) Control siRNA, (ii) PARylator siRNA, or (iii) PARylator siRNA followed by rescue with an siRNA-resistant PARylator expression plasmid. All groups were treated with H₂O₂ (200 µM, 1 h). Data shown are representatives (b) or mean ± s.d. (c); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 5 μm. **d** PARylator overexpression increased the association of PARP1 and XRCC1 with chromatin in TE13 and KYSE450 cells treated with H_2_O_2_ (200 µM, 1 h), as determined by chromatin fractionation followed by Western blotting. Data shown are representatives; *n* = 3 independent experiments. **e** and **f** Representative microphotographs (e) and quantification (f) of immunofluorescence staining of PARP1 and XRCC1 under detergent pre‑extraction conditions in KYSE450 cells overexpressing PARylator and treated with H_2_O_2_ (200 µM, 1 h). Data shown are representatives (e) or mean ± s.d. (f); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 5 μm. **g** Expression of PARylator.siRNA.2.R, but not PARylator.siRNA.2.R ‑ΔE3 (838–1828), increased PARP1 and XRCC1 association with chromatin in ESCC cells with endogenous PARylator knocked down by siRNA, as determined by chromatin fractionation followed by Western blotting. Data shown are representatives; *n* = 3 independent experiments

### PARylator is responsive to DNA damage

Since PARylator promotes PARP1 activation and genome maintenance, we tested whether DNA damage regulates PARylator expression. Treatment with CDDP (0.5 µg/ml, 24 h) increased PARylator levels in TE13 and KYSE450 cells as assessed by qPCR (Fig. 6a), indicating that PARylator is upregulated in response to DNA damage. Actinomycin D (ActD, 200 ng/ml) chase experiments indicated no change in the half-life of PARylator after exposure to CDDP (Fig. 6b), suggesting that the observed upregulation is due to increased transcription rather than changes in RNA stability.

**Fig. 6:**
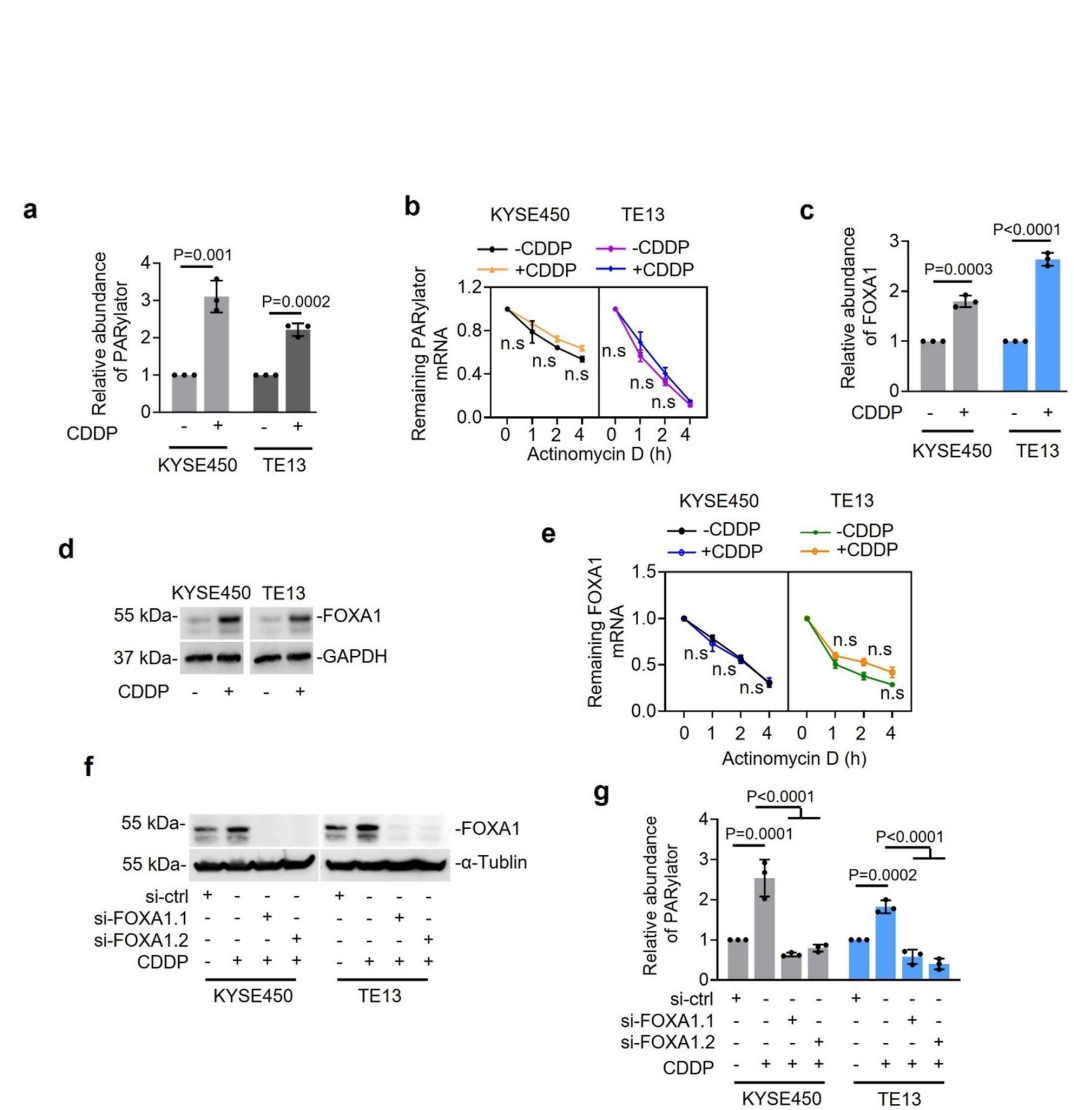
Treatment with CDDP upregulates PARylator. **a** Treatment with CDDP (0.5 µg/ml, 24 h) elevated PARylator levels in TE13 and KYSE450 cells, as measured by qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, two-tailed Student’s *t*-test. **b** Treatment with CDDP (0.5 µg/ml, 24 h) did not alter the half-life of PARylator in TE13 and KYSE450 cells, as measured by ActD-chase assays using qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, two-tailed Student’s *t*-test. **c** and **d** Treatment with CDDP (0.5 µg/ml, 24 h) increased FOXA1 mRNA (c) and protein (d) expression in TE13 and KYSE450 cells, as measured by qPCR (c) and Western blotting (d), respectively. Data shown are mean ± s.d. (c) or representatives (d); *n* = 3 independent experiments, two-tailed Student’s *t*-test. **e** Treatment with CDDP did not alter the half-life of FOXA1 mRNA in TE13 and KYSE450 cells, as measured by ActD-chase assays using qPCR. Data shown are mean ± s.d.; *n* = 3 independent experiments, two-tailed Student’s *t*-test. **f** and **g** SiRNA knockdown of FOXA1 (f) abolished the upregulation of PARylator by CDDP treatment (g) in TE13 and KYSE450 cells, as measured Western blotting (f) and qPCR (g), respectively, Data shown are representatives (f) or mean ± s.d. (g); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test

Given that FOXA1 activates PARylator transcription (Fig. 1h-n), we asked whether FOXA1 is itself induced by CDDP. Both mRNA and protein levels of FOXA1 increased in TE13 and KYSE450 cells following CDDP treatment (0.5 µg/ml, 24 h) (Fig. 6c, d). Notably, FOXA1 mRNA levels elevated without a change in its half-life, as demonstrated by qPCR through ActD (200 ng/ml) chase assays (Fig. 6e), suggesting transcriptional induction. Importantly, FOXA1 knockdown abolished the CDDP-induced increase in PARylator expression (Fig. 6f, g), supporting a model in which DNA treatment with CDDP upregulates PARylator through FOXA1‑mediated transcription.

### Inhibiting PARylator reduces the growth of ESCC and sensitizes ESCC cells to DNA-damaging therapies

We tested whether PARylator supports ESCC growth in vivo. Treatment with Dox (2 mg/kg, i.p., every other day, 7 doses) to induce PARylator knockdown significantly slowed the growth of ECA109.shPARylator xenografts in nu/nu mice (Fig. 7a, b). This slowdown was associated with reduced cell proliferation and increased apoptosis (Fig. 7c, d and Supplementary Fig. 4a, b). Upon discontinuation of Dox treatment (after 3 doses), we observed that PARylator expression recovered, which was associated with increased proliferation, decreased apoptosis, and regrowth of ECA109.shPARylator xenografts (Fig. 7a-e and Supplementary Fig. 4a, b). These results suggest that PARylator may play a role in promoting ESCC tumorigenicity in vivo.

**Fig. 7:**
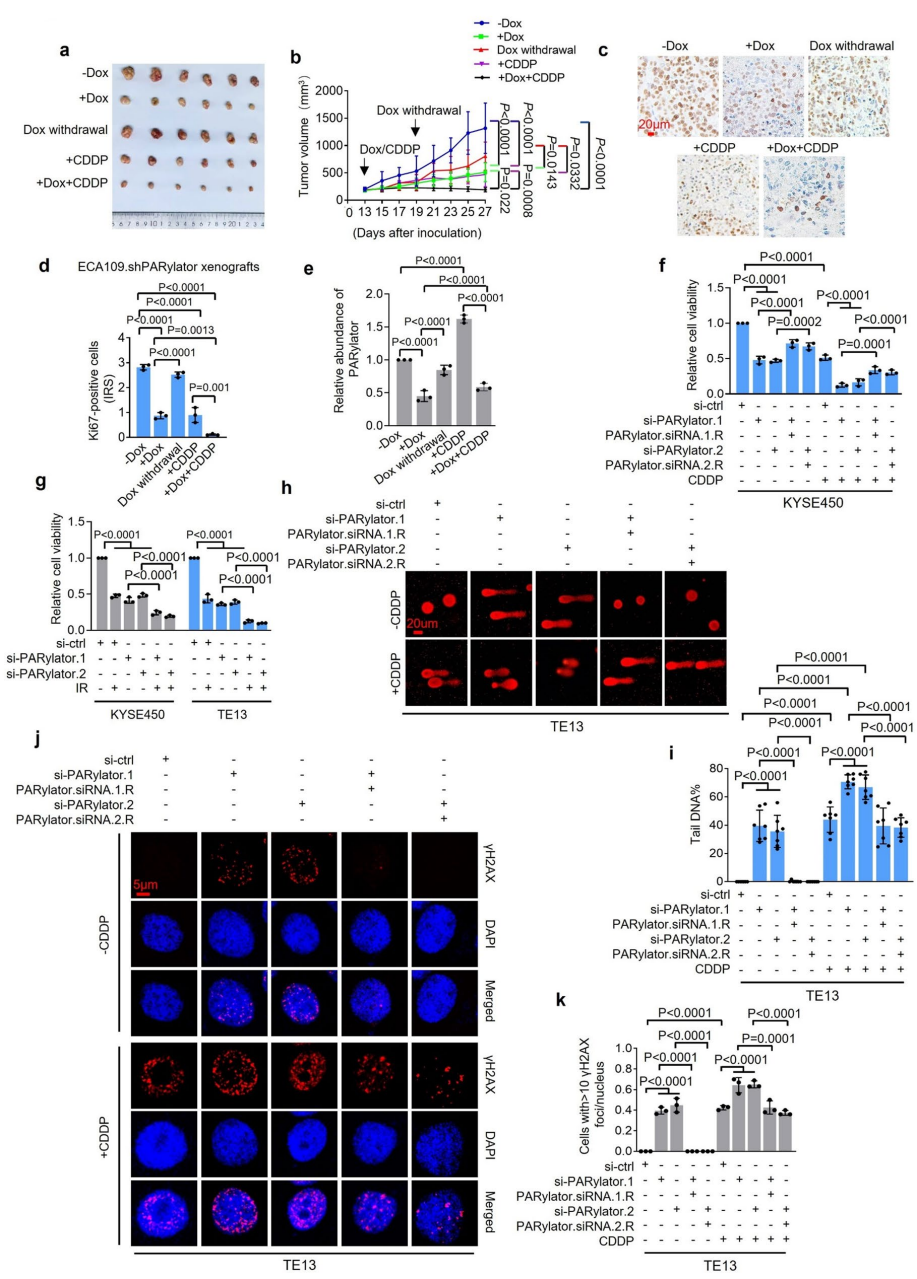
PARylator knockdown reduces ESCC growth and sensitizes ESCC cells to DNA damage. **a** and **b** Representative photographs (a) and growth curves (b) of ECA109.shPARylator xenografts in nu/nu mice (*n* = 6 tumors/group), treated as indicated. Data shown are representatives (a) or mean ± s.d. (b); one-way ANOVA followed by Tukey’s multiple comparisons test. **c** and **d** Representative microscopic photographs (c) and quantification (d) of Ki67 staining on randomly selected ECA109.shPARylator tumors (*n* = 3 tumors) from mice treated as indicated. Data shown are representatives (c) or mean ± s.d. (d); one-way ANOVA followed by Tukey’s multiple comparison test. IRS: immunoreactive score. Scale bar, 20 μm. **e** PARylator expression in representative ECA109.shPARylator xenografts (*n* = 3 tumors) from mice treated as indicated, measured by qPCR. Data shown are mean ± s.d.; one-way ANOVA followed by Tukey’s multiple comparison test. **f** Cell viability of KYSE450 cells treated with CDDP (0.25 µg/ml, 48 h), cells were subjected to: (i) Control siRNA, (ii) PARylator siRNA, or (iii) PARylator siRNA followed by rescue with an siRNA-resistant PARylator expression plasmid. Data shown are mean ± s.d.; *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. **g** SiRNA knockdown of PARylator sensitized ESCC cells to IR (4 Gy, single fraction) in TE13 and KYSE450 cells, as measured by CCK-8 assays. Data shown are mean ± s.d.; one-way ANOVA followed by Tukey’s multiple comparison test. **h** and **i** Representative microphotographs (h) and quantification (i) of comet tails in TE13 cells treated with or without CDDP (0.25 µg/ml, 48 h), cells were subjected to: (i) Control siRNA, (ii) PARylator siRNA, or (iii) PARylator siRNA followed by rescue with an siRNA-resistant PARylator expression plasmid. Data shown are representatives (h) or mean ± s.d. (i); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 20 μm. **j** and **k** Representative microphotographs (j) and quantification (k) of immunofluorescence staining of γH2AX in TE13 cells treated with or without CDDP (0.25 µg/ml, 48 h), cells were subjected to: (i) Control siRNA, (ii) PARylator siRNA, or (iii) PARylator siRNA followed by rescue with an siRNA-resistant PARylator expression plasmid. Data shown are representatives (j) or mean ± s.d. (k); *n* = 3 independent experiments, one-way ANOVA followed by Tukey’s multiple comparison test. Scale bar, 5 μm

We next asked whether PARylator modulates ESCC sensitivity to CDDP and IR. Knockdown of PARylator sensitized ESCC cells to CDDP (0.25 µg/ml, 48 h) and IR (4 Gy, single fraction), as evidenced by further reductions in viability measured using CCK8 assays (Fig. 7f, g and Supplementary Fig. 4c). This sensitization was reduced by ectopic expression of siRNA-resistant PARylator, indicating on‑target specificity (Fig. 7f, h, j, Supplementary Fig. 4c, and Supplementary Fig. 5c). Sensitization was accompanied by increased comet tail moments and augmented γH2AX and 53BP1foci, measured through IF analysis (Fig. 7h-k, Supplementary Fig. 4d-i and Supplementary Fig. 5a-d), manifesting increased DNA damage. Notably, introduction of PARylator siRNA into HET-1 A cells did not cause a significant increase in reduction in viability resulting from treatment with CDDP (Supplementary Fig. 5e), suggesting that PARylator plays a limited role in regulating DNA damage sensitivity in this esophageal epithelial cell line.

Finally, in vivo combination studies mirrored the findings observed in vitro. co-treatment with Dox (2 mg/kg, i.p., every other day, 7 doses) and CDDP (3 mg/kg, i.p., every other day, 10 doses) suppressed ECA109.shPARylator xenograft growth significantly more than treatment with either Dox or CDDP alone in nu/nu mice (Fig. 7a, b). This enhanced inhibition was associated with decreased proliferation and increased apoptosis (Fig. 7c, d and Supplementary Fig. 4a, b). Therefore, inhibiting PARylator may improve the therapeutic efficacy of DNA-damaging therapies in ESCC.

## Discussion

This study identifies PARylator as a DNA damage-responsive lncRNA that is frequently upregulated in ESCC through a combination of copy number gain and FOXA1-driven transcriptional activation. Mechanistically, PARylator binds PARP1 through its ZnF1 motif, facilitating PARP1 chromatin association, thus enhancing its activation and PARylation, promoting SSB repair, and reducing the accumulation of DSBs (Fig. 8). Functionally, PARylator supports ESCC cell survival and tumor growth, and its knockdown increases the sensitivity of ESCC cells to DNA-damaging therapies. These findings position PARylator as a previously unrecognized RNA cofactor of PARP1 that may protect ESCC cells against genotoxic stress through promoting SSB repair.

**Fig. 8:**
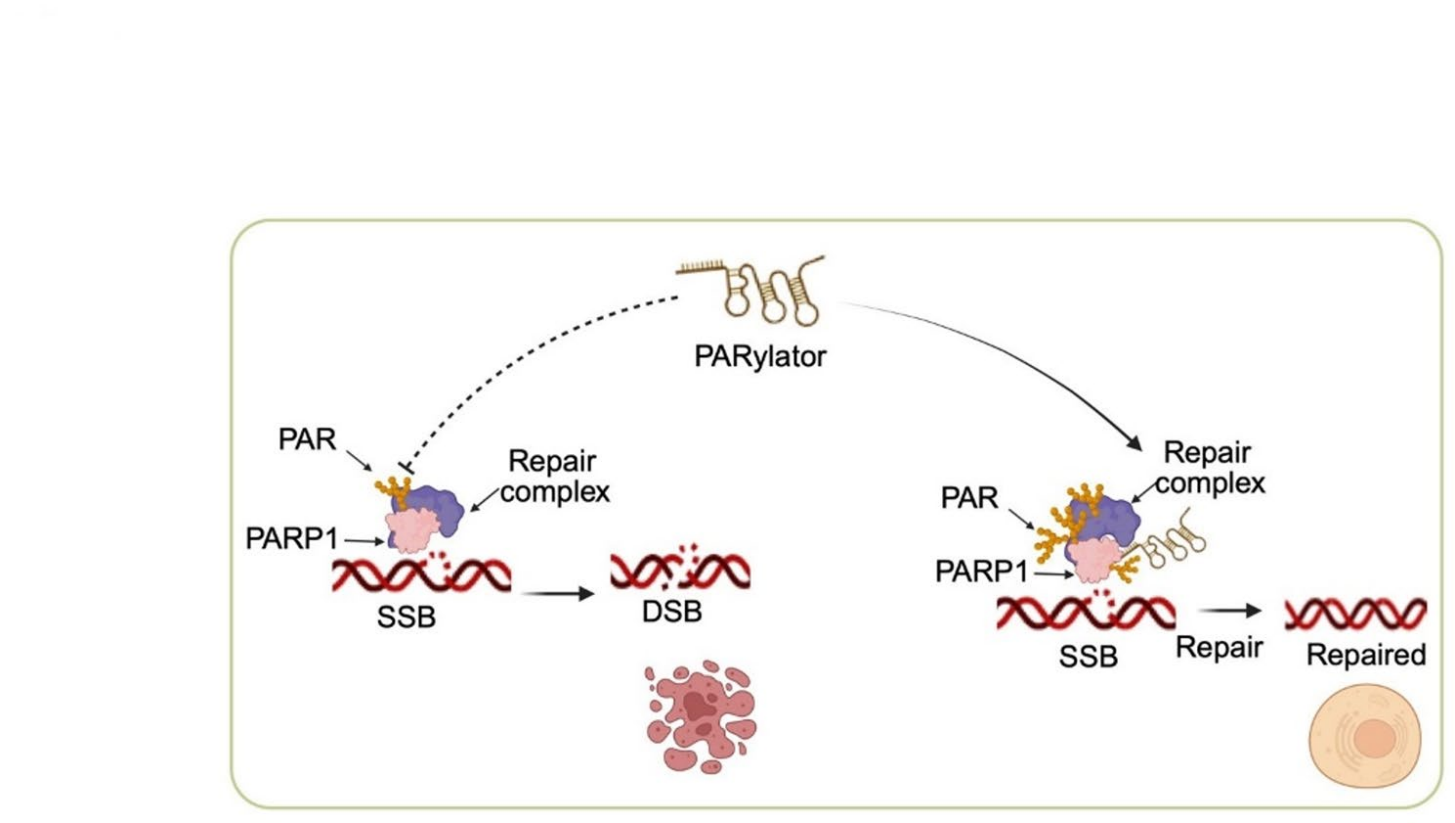
Schematic model a PARylator-mediated anti-DNA damage mechanism in ESCC. PARylator promotes PARP1 activation, facilitating SSB repair and limiting DSB accumulation, thereby protecting ESCC cells from DNA damage and supporting survival and growth

While previous studies have linked lncRNAs to DSB repair pathway choice or ligation efficiency [10, 31–33], PARylator operates upstream at the level of SSB sensing and early repair by potentiating PARP1. The requirement of PARP1 ZnF1 for PARylator binding, together with reduced PARP1 chromatin association and auto-PARylation upon PARylator knockdown, suggests that the RNA-protein interaction enhances the ability of PARP1 to engage DNA lesions and transition into an active state. Although PARP1 can bind structured RNAs, prior reports have variably described RNA as either a competitor for DNA binding or an allosteric modulator [34, 35]. Our data favor a cofactor model in which PARylator promotes productive PARP1 engagement with damaged DNA rather than competing for the DNA-binding interface [34, 35]. This is consistent with the observed reduction in XRCC1 recruitment and the increase in DSB surrogates when PARylator was knocked down. The rescue of function with an siRNA‑resistant wild-type PARylator but not a PARP1-binding-deficient mutant further supports the specificity of this interaction. Nevertheless, high-resolution structural studies are needed to define the precise binding interface and to test whether PARylator directly modulates PARP1 allostery or catalytic kinetics.

Importantly, we demonstrate that PARylator is itself induced by DNA damage through transcriptional upregulation mediated by FOXA1. This establishes a feedforward mechanism in which genotoxic stress increases FOXA1, which in turn elevates PARylator to promote PARP1-dependent SSB repair (Fig. 8). Given the role of FOXA1 as a pioneer factor that remodels chromatin and supports lineage transcriptional programs [36–38], its coupling to the expression of DNA repair-linked lncRNAs may exemplify a broader paradigm whereby lineage factors tune repair capacity to environmental stress [39, 40]. The predominantly nuclear localization of PARylator aligns with such a role. However, the mechanisms responsible for transcriptional upregulation of FOXA1 in ESCC cells in response to genotoxic stress require further investigation.

These mechanistic insights bear potential practical implications. By facilitating PARP1 activation in response to DNA damage, PARylator supports ESCC cell survival upon exposure to CDDP or IR. Its knockdown increased DNA damage markers, apoptosis, and treatment efficacy in vitro and in vivo, suggesting that PARylator is a tractable vulnerability. Antisense oligonucleotides or siRNA therapeutics targeting PARylator, or small molecules that disrupt the PARylator-PARP1 interaction, could be explored as potential radiosensitizers or chemo-potentiators in ESCC [41–44]. Given the clinical use of PARP inhibitors (PARPi), it will be important to determine whether PARylator modulates PARP inhibitor (PARPi) responses [10, 45]. On the one hand, PARylator inhibition may phenocopy aspects of PARP1 loss-of-function and enhance cytotoxicity to DNA-damaging agents. On the other hand, PARPi induce PARP1 trapping [14, 46], whereas PARylator facilitates the recruitment of PARP1 to chromatin. How these seemingly paradoxical processes intersect could influence trapping, repair factor assembly, and net cytotoxicity needs further investigation. PARylator abundance may serve as a biomarker to predict sensitivity to DNA-damaging and PARP1-targeted therapies.

In summary, we demonstrate that the DNA damage-responsive lncRNA PARylator is commonly upregulated by gene copy number gain and FOXA1-mediated transcription, and functions as an RNA cofactor that strengthens PARP1-dependent DNA repair and fosters ESCC cell survival under genotoxic stress (Fig. 8). Targeting PARylator may disrupt this adaptive mechanism and improve the efficacy of DNA-damaging therapies in ESCC treatment. Notably, PARylator is also upregulated in several other types of SCC, such as LUSC and CESC, but whether it plays a similar role in promoting PARP1 activation and thus protecting against DNA damage needs further study.

## Conclusions

The DNA damage-responsive lncRNA PARylator, encoded within the 3q26-q29 amplicon, plays a significant role in promoting ESCC cell survival, proliferation, and tumorigenicity by facilitating PARP1-mediated PARylation. This process enhances SSB repair, limits DSB accumulation, and confers resistance to DNA-damaging therapies. As such, targeting PARylator, either alone or in combination with DNA-damaging agents, represent a potential avenue for ESCC treatment.

However, the study faces several limitations. The use of specific cell lines and animal models may not entirely reflect the complexities of human ESCC, which might limit the general relevance of the results. Although initial evidence supports the interaction between PARylator and PARP1, detailed structural studies are needed to fully understand their binding interaction and how PARP1 activity is modulated. Furthermore, while the study suggests potential therapeutic applications, significant hurdles remain in translating these findings into clinical practice, which requires further exploration.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

RNA-sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) at GSE308019. The publicly available RNA sequencing data analyzed in this study were obtained from TCGA at https://xenabrowser.net/datapages/?dataset=TCGA-ESCA.star_counts.tsv&host=https%3 A%2 F%2Fgdc.xenahubs.net&removeHub=http%3 A%2 F%2F127.0.0.1%3A7222. All other underlying data for the manuscript are available upon request from the corresponding author T.L.

## Abbreviations

ESCC: Esophageal squamous cell carcinoma
lncRNAs: Long non-coding RNAs
PARP1: Poly(ADP-ribose) polymerase 1
PAR: Poly(ADP-ribose)
SSB: Single-strand DNA break
DSB: Double-strand DNA break
DDR: DNA damage response
FOXA1: Forkhead box protein A1
γH2AX: Phosphorylated histone H2AX
53BP1: P53-binding protein 1
CDDP: Cisplatin
IR: Ionizing radiation
XRCC1: X-ray repair cross-complementing 1
SOX2: SRY-Box Transcription Factor 2
eIF4G1: Eukaryotic translation initiation factor 4 gamma 1
FFPE: Formalin-fixed, paraffin-embedded
CCK8: Cell Counting Kit-8
qPCR: Quantitative PCR
RNA-seq: RNA sequencing
IHC: Immunohistochemistry
ISH: In situ hybridization
MS: Mass spectrometry
ChIP: Chromatin Immunoprecipitation
RPD: RNA pull-down
RIP: RNA immunoprecipitation
PUMA: P53 upregulated modulator of apoptosis
GSEA: Gene set enrichment analysis
DBD: DNA-binding domain
BRCT: BRCA1 C-terminus
TCGA: The Cancer Genome Atlas
LUSC: Lung squamous cell carcinoma
CESC: Cervical squamous cell carcinoma
ZnF: Zinc finger motif
ATM: Ataxia telangiectasia mutated
CHK2: Checkpoint kinase 2
H_2_O_2_: Hydrogen peroxide

# Supplementary material for: The lncRNA PARylator promotes PARP1 activation and resistance to DNA‑damaging therapy in esophageal squamous cell carcinoma
**Source:** Exp Hematol Oncol. 2025 Dec 31;15:3. doi: 10.1186/s40164-025-00739-z
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Supplementary Figure 1

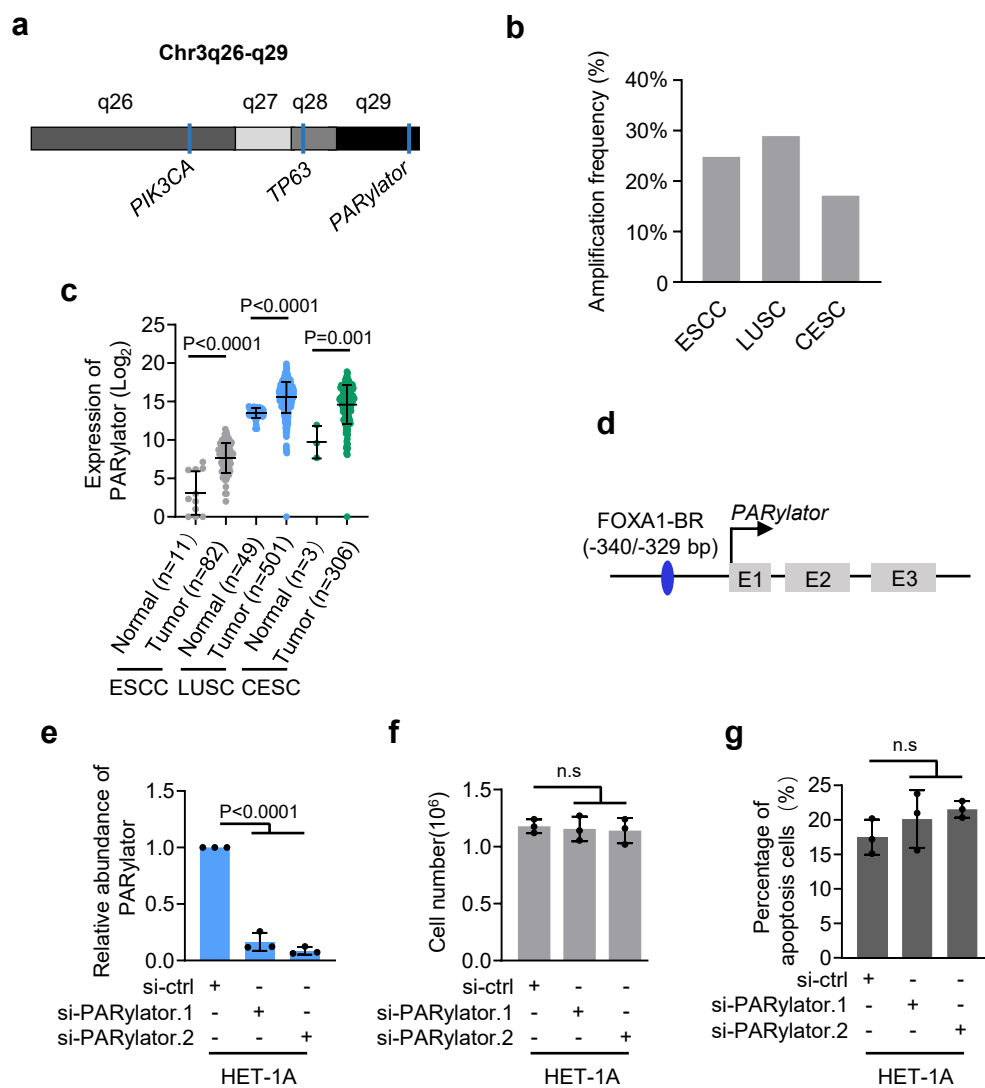

**Supplementary Figure 1. PARylator is upregulated in ESCC cells by genomic amplification and FOXA1-mediated transcription**

(a) Schematic illustration of the genomic localization of the *LINC00885* (*PARylator*) gene within the distal portion of chromosome 3q (3q26-q29).

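In the GENCODE release 44 annotation of GRCh38, LINC00885 (ENSG00000224652) is a lncRNA gene on the plus strand of chromosome 3, from 196142516 to 196160893, with 10 annotated transcripts. The authors' deposited table gives the gene from 196142525 to 196160893. Transcript ENST00000457079.3 is 1951 nucleotides long and has 3 exons, from 196142516 to 196143000 (485 nucleotides), from 196143906 to 196144377 (472 nucleotides) and from 196159900 to 196160893 (994 nucleotides). The sequence the paper lists as siRNA.1, CCAAGATAAAGCACCAACACCTGAGGA, matched chromosome 3 from 196144345 to 196144371, in exon 2, and was contained in 10 of the 10 transcripts. The sequence listed as siRNA.2, CCCCAGTGGAATCATGGGGATTTCTTA, matched from 196160116 to 196160142, in exon 3, and was contained in 7 of the 10 transcripts. Neither sequence had an exact match in a transcript of another gene. A gene on the minus strand, ENSG00000289219 (196142228 to 196143344), overlaps exon 1, so reads of exon 1 are uncertain where counting does not use strand, which the paper's text does not state. In TE13 cells with control siRNA, LINC00885 was at 0.217 ± 0.0643 FPKM (SD, n = 3), and 35.9% of the 28065 genes above 0 in those libraries were lower. It was at 0.0967 ± 0.0451 FPKM (SD, n = 3) with siRNA.1 and 0.0400 ± 0.0400 FPKM (SD, n = 3) with siRNA.2. These levels carry the numbers of the library labels, and the positions carry those of the paper's list of sequences. A 7-mer complementary to each listed sequence marked genes that were lower in the libraries labelled with the other siRNA (z = -8.51 and z = 6.29 in siRNA.2 against siRNA.1), so the numbers do not settle which level belongs to which site.

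**Figure D2:**
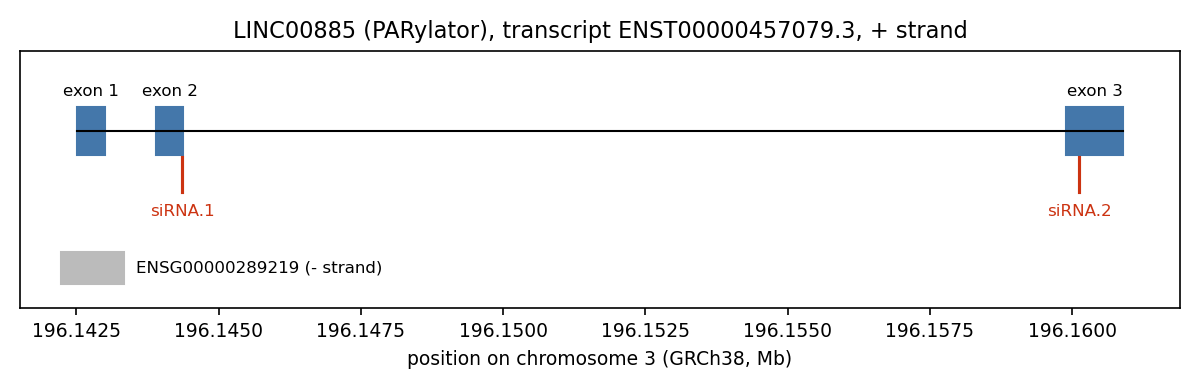
Map of LINC00885 on chromosome 3 (GRCh38, position in Mb) with the 3 exons of transcript ENST00000457079.3 as blue boxes, the positions matched by both siRNA sequences as red lines and the antisense gene ENSG00000289219 as a grey box. siRNA.1 lies in exon 2 and siRNA.2 in exon 3, numbered as in the paper's list of sequences.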

(b) Analysis of the TCGA-ESCC, TCGA-LUSC, and TCGA-CESC datasets showing that the *LINC00885* (*PARylator*) gene is amplified in ESCC (n = 96), LUSC (n = 492), and CESC (n = 301).

(c) Analysis of the TCGA-ESCC, TCGA-LUSC, and TCGA-CESC datasets showing that *LINC00885* (*PARylator*) is upregulated in ESCC (n = 82), LUSC (n = 501), and CESC (n = 306), compared with corresponding normal tissues (n = 11, 49, and 3, respectively). Data shown are mean ± s.d.; two-tailed Student's t-test.

(d) Schematic illustration depicting the location of the FOXA1 binding region (FOXA1-BR) at the proximal promoter of the *PARylator* gene.

(e-g) SiRNA knockdown of *PARylator* (e) did not reduce HET-1A cell viability (f) and cell apoptosis (g) as measured using qPCR (e), cell counting (f) and flowcytometry analysis (g), respectively. Data shown are mean ± s.d.; n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test.

Supplementary Figure 2

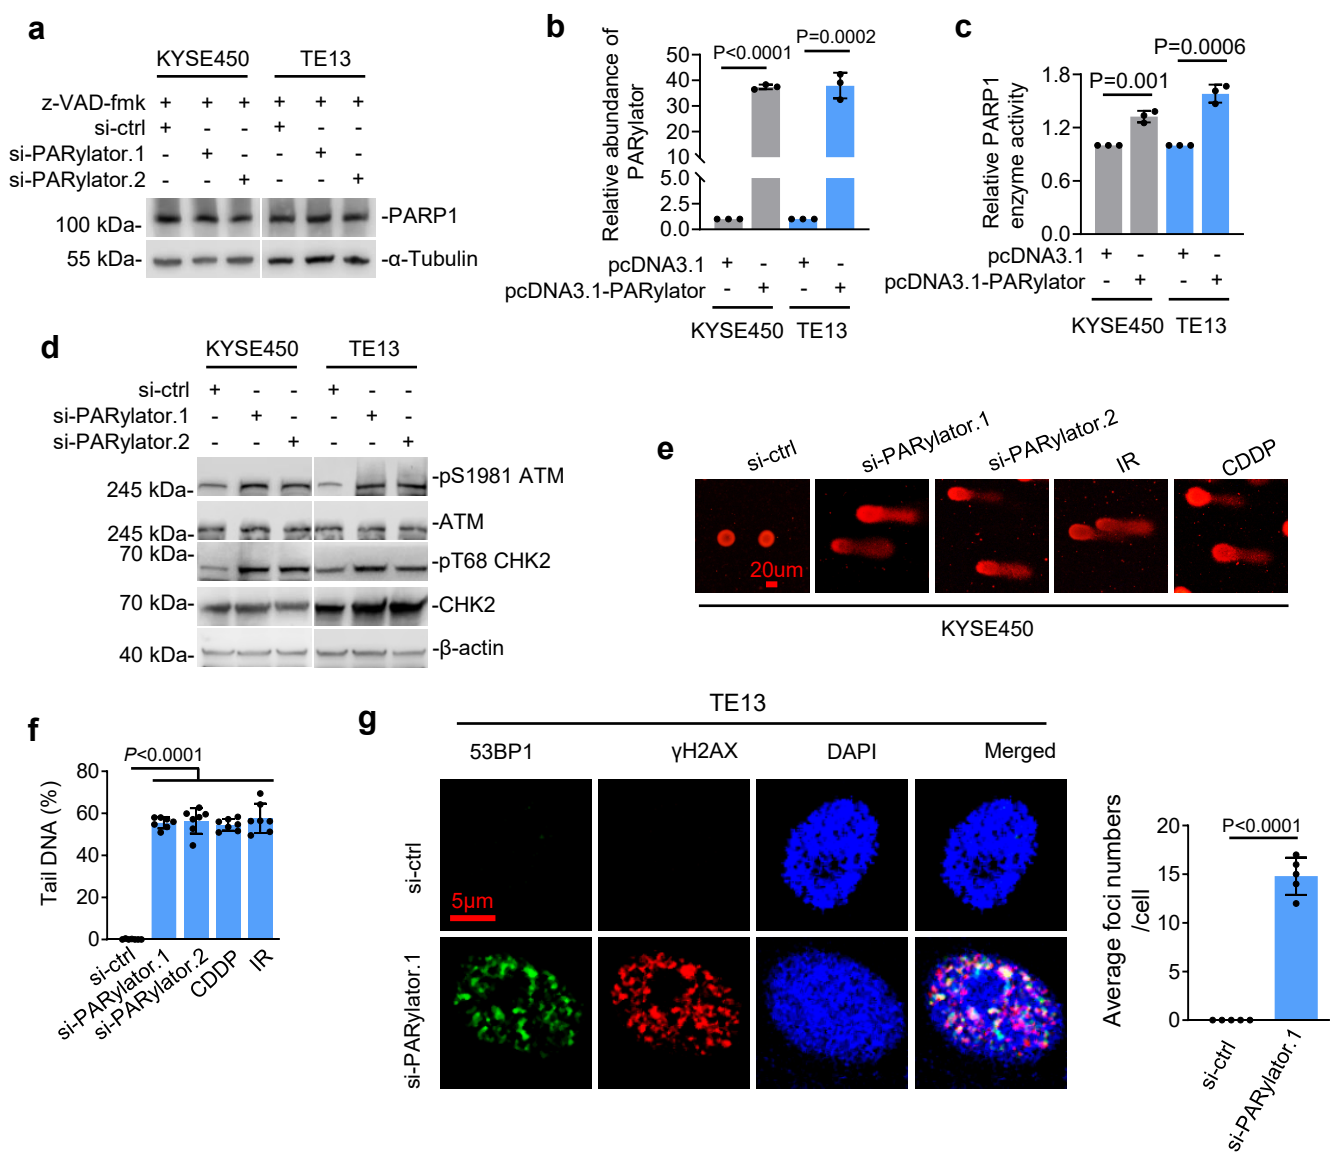

Supplementary Figure 2. PARYlator promotes PARP1 activation

(a) In TE13 and KYSE450 cells pretreated with the pan-caspase inhibitor z-VAD-fmk (50 μM), siRNA knockdown of PARYlator did not alter PARP1 expression levels, as determined by Western blotting. Data shown are representatives; n = 3 independent experiments.

(b and c) Overexpression of PARYlator (b) increased PARP1 activity (c), as measured using qPCR (b) and colorimetric PARP1 activity assays (c), respectively. Data shown are mean ± s.d.; n = 3 independent experiments, two-tailed Student's t-test.

(d) SiRNA knockdown of PARYlator increased phosphorylation of ATM and CHK2, as determined by Western blotting. Data shown are representatives; n = 3 independent experiments.

(e and f) Representative microphotographs (e) and quantification (f) of comet tails in KYSE450 cells with or without siRNA knockdown of PARYlator. Data shown are representatives (e) or mean ± s.d. (f); n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 20 μm.

(g) SiRNA knockdown of PARYlator caused the accumulation of 53BP1 foci that colocalized with γH2AX in TE13 cells, as measured by immunofluorescence staining and quantification. Data shown are representatives; n = 3 independent experiments. Scale bar, 5 μm.

Supplementary Figure 3

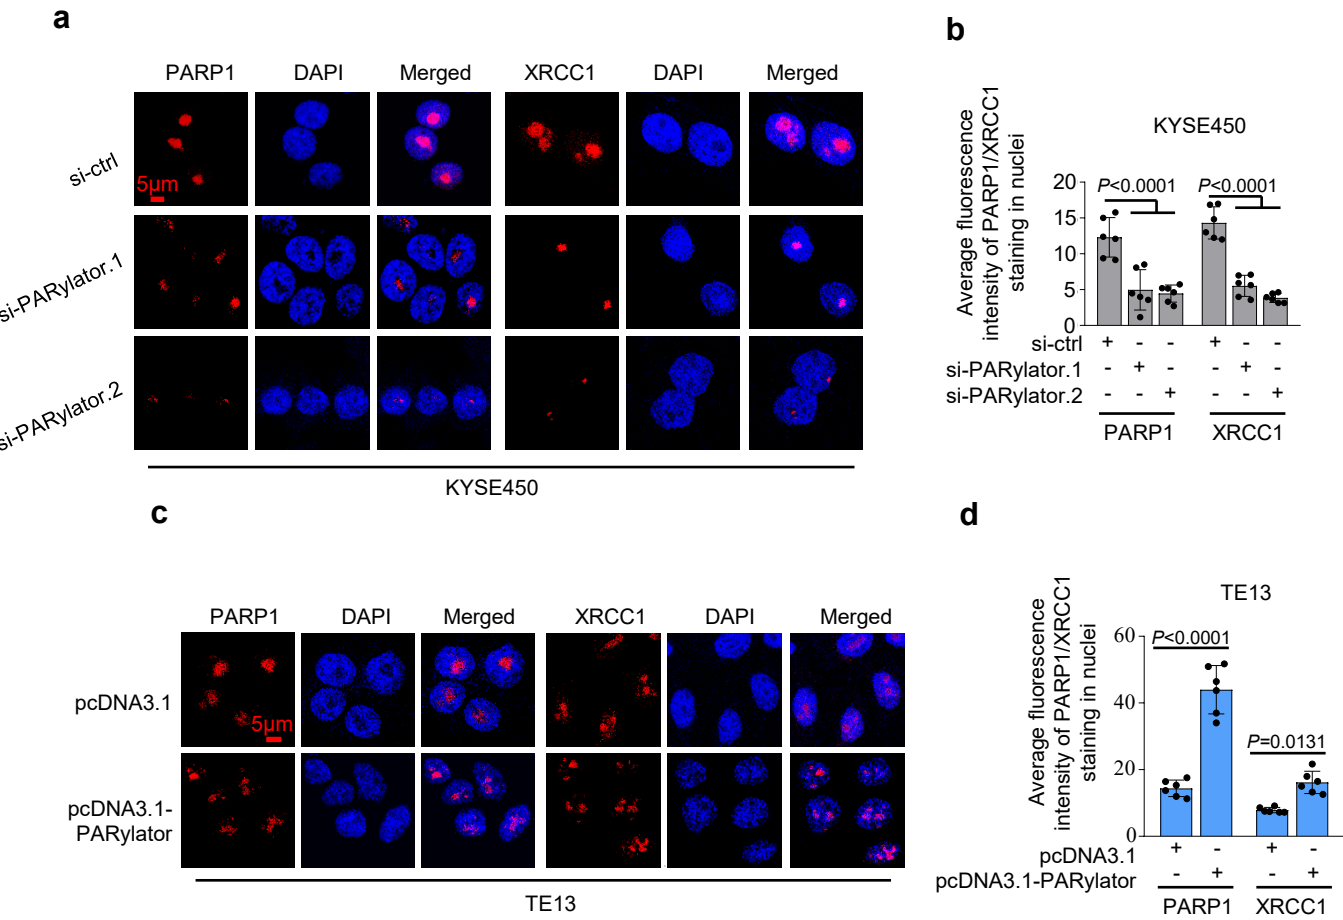

Supplementary Figure 3. PARYlator promotes PARP1 chromatin association

(a and b) Representative microphotographs (a) and quantification (b) of immunofluorescence staining of PARP1 and XRCC1 under detergent pre-extraction conditions in KYSE450 cells with PARYlator knockdown treated with H<sub>2</sub>O<sub>2</sub> (200 µM, 1 h). Data shown are representatives (a) or mean ± s.d. (b); n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 5 µm.

(c and d) Representative microphotographs (c) and quantification (d) of immunofluorescence staining of PARP1 and XRCC1 under detergent pre-extraction conditions in TE13 cells overexpressing PARYlator and treated with H<sub>2</sub>O<sub>2</sub> (200 µM, 1 h). Data shown are representatives (c) or mean ± s.d. (d); n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 5 µm.

### Supplementary Figure 4

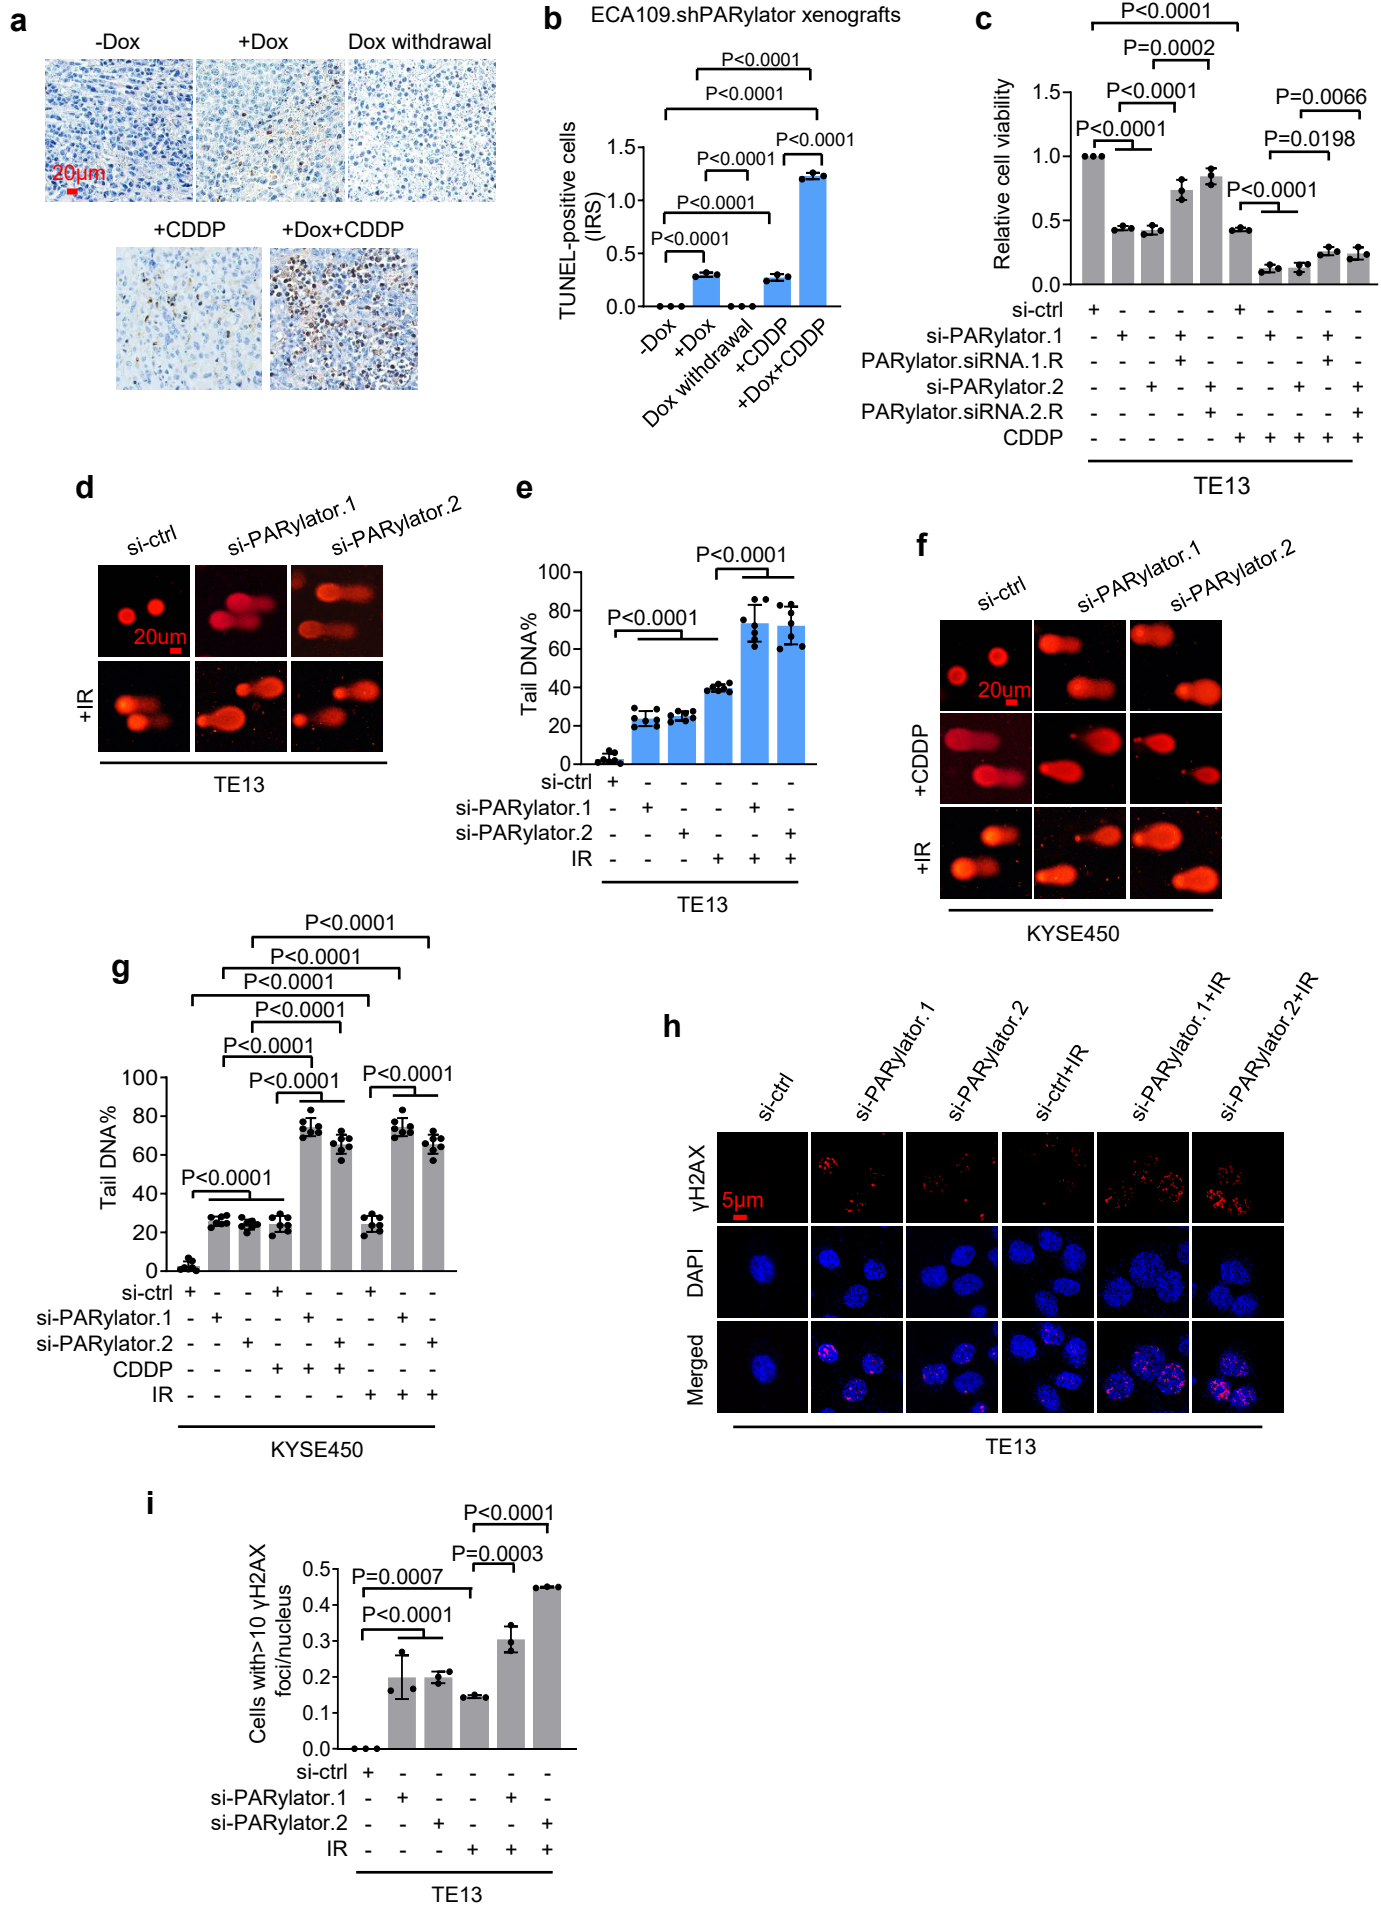

**Supplementary Figure 4. PARylator knockdown reduces ESCC growth and sensitizes ESCC cells to DNA damage**

**(a and b)** Representative microscopic photographs (a) and quantification (b) of TUNEL staining on randomly selected ECA109.shPARylator tumors ( $n = 3$  tumors) from mice treated as indicated. Data shown are representatives (a) or mean  $\pm$  s.d. (b); one-way ANOVA followed by Tukey's multiple comparison test. IRS: immunoreactive score. Scale bar, 20  $\mu\text{m}$ .

**(c)** Cell viability of TE13 cells treated with CDDP (0.25  $\mu\text{g/ml}$ , 48 h), Cells were subjected to: (i) Control siRNA, (ii) PARylator siRNA, or (iii) PARylator siRNA followed by rescue with an siRNA-resistant PARylator expression plasmid. Data shown are mean  $\pm$  s.d.;  $n = 3$  independent experiments, one-way ANOVA followed by Tukey's multiple comparison test.

**(d and e)** Representative microphotographs (d) and quantification (e) of comet tails in TE13 cells with or without siRNA knockdown of PARylator, followed by treated with IR (4Gy, single fraction). Data shown are representatives (d) or mean  $\pm$  s.d. (e);  $n = 3$  independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 20  $\mu\text{m}$ .

**(f and g)** Representative microphotographs (f) and quantification (g) of comet tails in KYSE450 cells with or without siRNA knockdown of PARylator treated with CDDP (0.25  $\mu\text{g/ml}$ , 48 h) or IR (4Gy, single fraction). Data shown are representatives (f) or mean  $\pm$  s.d. (g);  $n = 3$  independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 20  $\mu\text{m}$ .

**(h and i)** Representative microphotographs (h) and quantification (i) of immunofluorescence staining of  $\gamma\text{H2AX}$  in TE13 cells with or without siRNA knockdown of PARylator treated with IR (4Gy, single fraction). Data shown are representatives (h) or mean  $\pm$  s.d. (i);  $n = 3$  independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 5  $\mu\text{m}$ .

Supplementary Figure 5

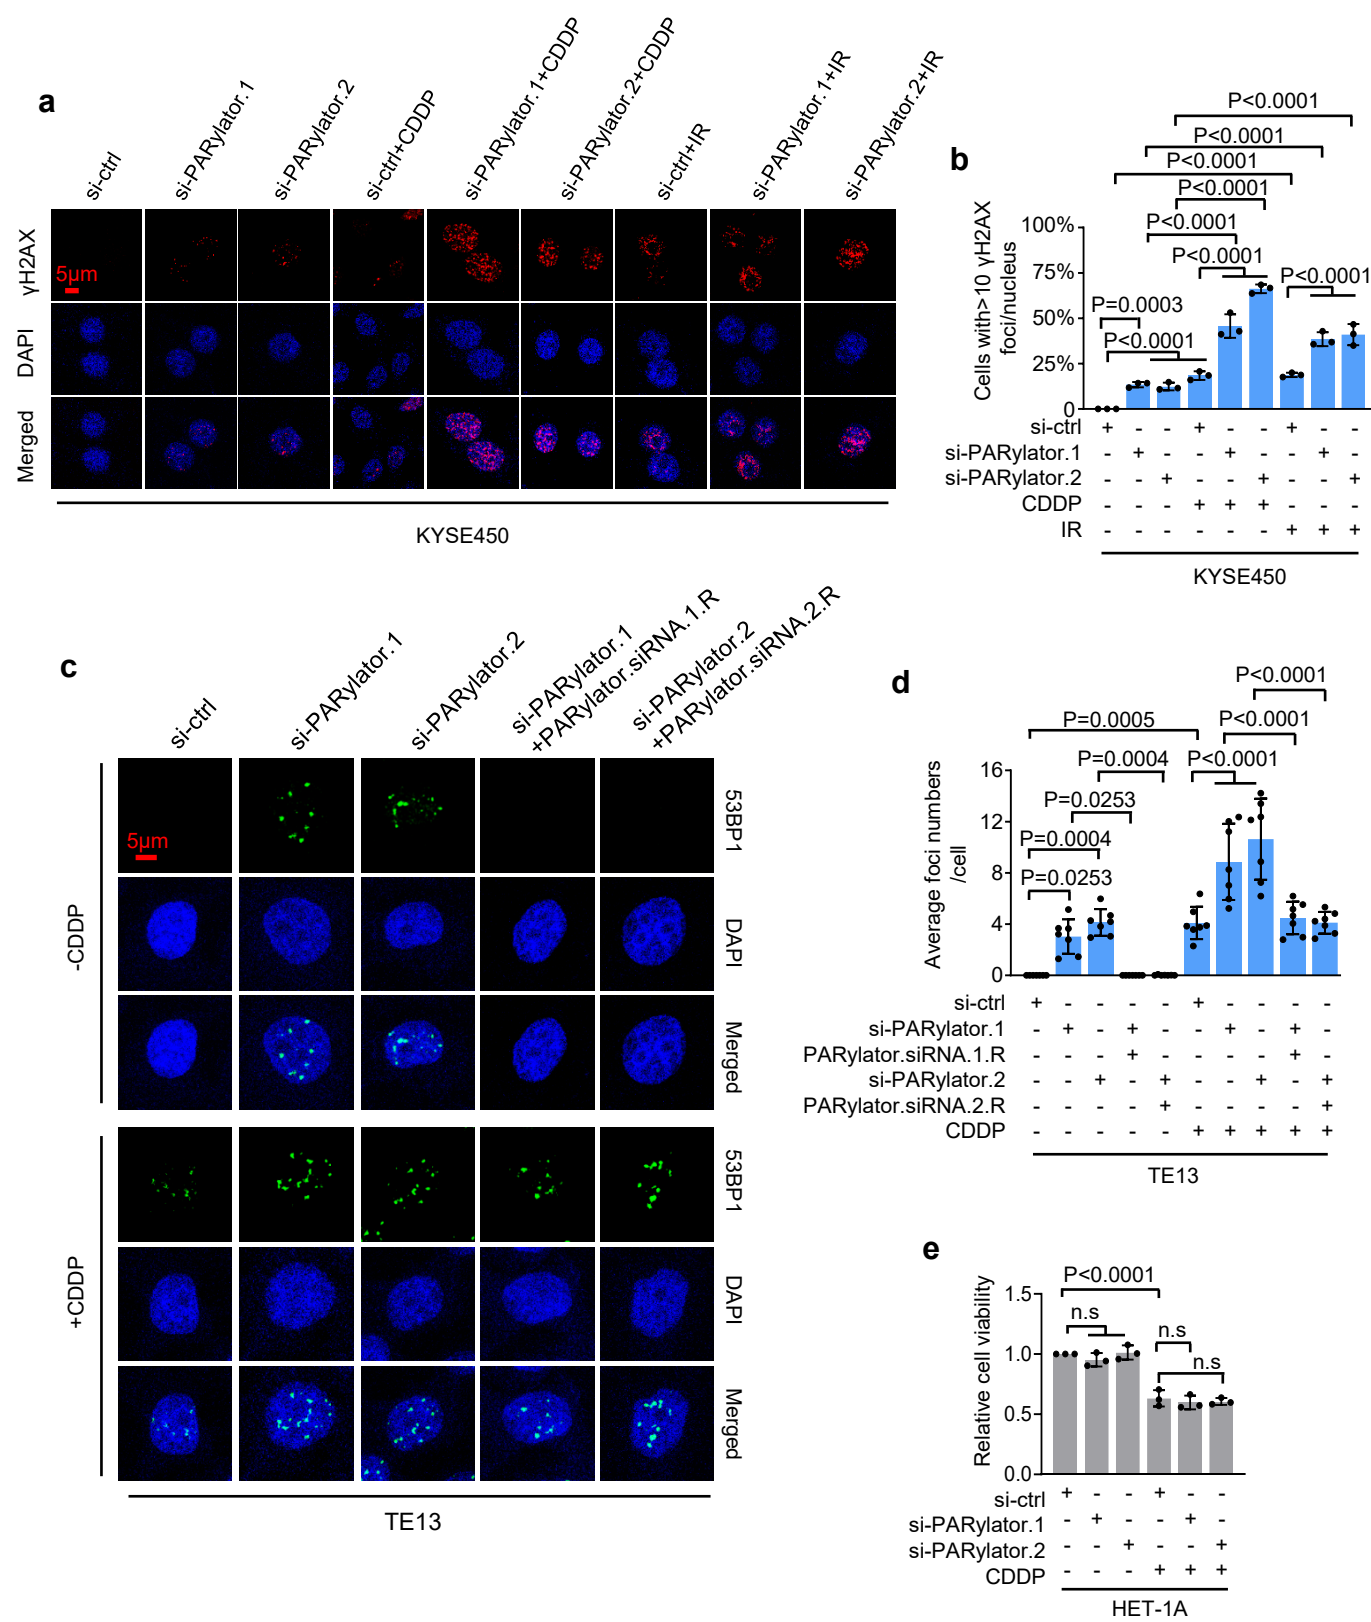

**Supplementary Figure 5. PARylator knockdown reduces ESCC growth and sensitizes ESCC cells to DNA damage**

**(a and b)** Representative microphotographs (a) and quantification (b) of immunofluorescence staining of  $\gamma$ H2AX in KYSE450 cells with or without siRNA knockdown of PARylator treated with CDDP (0.25  $\mu$ g/ml, 48 h) or IR (4Gy, single fraction). Data shown are representatives (a) or mean  $\pm$  s.d. (b); n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 5  $\mu$ m.

**(c and d)** Representative microphotographs (c) and quantification (d) of immunofluorescence staining of 53BP1 in TE13 cells treated with CDDP (0.25  $\mu$ g/ml, 48 h), cells were subjected to: (i) Control siRNA, (ii) PARylator siRNA, or (iii) PARylator siRNA followed by rescue with an siRNA-resistant PARylator expression plasmid. Data shown are representatives (c) or mean  $\pm$  s.d. (d); n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test. Scale bar, 5  $\mu$ m.

**(e)** Cell viability of HET-1A cells with or without siRNA knockdown of PARylator treated with CDDP (0.25  $\mu$ g/ml, 48 h). Data shown are mean  $\pm$  s.d.; n = 3 independent experiments, one-way ANOVA followed by Tukey's multiple comparison test.

# Supplementary material for: The lncRNA PARylator promotes PARP1 activation and resistance to DNA‑damaging therapy in esophageal squamous cell carcinoma
**Source:** Exp Hematol Oncol. 2025 Dec 31;15:3. doi: 10.1186/s40164-025-00739-z
**Supplement:** Supplementary file 2 — Supplementary Material 2.

Supplementary Tables

| Supplementary Table 1. List of cell lines |                                   |               |
|-------------------------------------------|-----------------------------------|---------------|
| Cell lines                                | Source                            | Catalogue No. |
| ECA109                                    | YaJi Biological (Shanghai, China) | YS106C        |
| KYSE30                                    | YaJi Biological (Shanghai, China) | YS321C        |
| HET-1A                                    | YaJi Biological (Shanghai, China) | YS1847C       |
| KYSE150                                   | YaJi Biological (Shanghai, China) | YS168C        |
| KYSE450                                   | YaJi Biological (Shanghai, China) | YS3155C       |
| TE13                                      | YaJi Biological (Shanghai, China) | YS293C        |

**Supplementary Table 2. List of antibodies**

| Antibody (Ab)                | Catalogue<br>No.         | Company                                     | Dilution | RRID        |
|------------------------------|--------------------------|---------------------------------------------|----------|-------------|
| GAPDH Mouse<br>pAb           | 60004-1-Ig               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:10000  | AB_2107436  |
| PARP1 Mouse<br>pAb           | 66520-1-Ig               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:5000   | AB_2881883  |
| FOXA1 Rabbit<br>mAb          | 20411-1-AP               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:2000   | AB_10667003 |
| Poly(ADP-ribose)<br>mAb(10H) | ELS-ALX-804-<br>220-R100 | ENZO LIFE SCIENCES                          | 1:400    | AB_2880691  |
| Alpha Tubulin<br>Mouse mAb   | ab7291                   | Abcam (Cambridge, UK)                       | 1:5000   | AB_2241126  |
| Ki67 Rabbit<br>pAb           | 27309-1-AP               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:10000  | AB_2756525  |
| Normal Rabbit<br>IgG mAb     | ab172730                 | Abcam (Cambridge, UK)                       | 1:1000   | AB_2687931  |
| Normal Mouse<br>IgG pAb      | sc-2025                  | Santa Cruz<br>Biotechnology<br>(Dallas, TX) | 1:500    | AB_737182   |
| XRCC1                        | 21468-1-AP               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:5000   | AB_2878865  |
| PUMA                         | 55120-1-AP               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:1000   | AB_10859944 |
| NOXA                         | SC-56169                 | Santa Cruz<br>Biotechnology                 | 1:500    | AB_784877   |
| Caspase3                     | 9664                     | Cell Signaling<br>Technology                | 1:1000   | AB_3076239  |
| FLAG                         | 66008-4-Ig               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:5000   | AB_2918475  |
| Histone H3                   | 17168-1-AP               | Proteintech Group<br>(Wuhan, Hubei, China)  | 1:5000   | AB_10859944 |
| ATM                          | ab32420                  | Abcam (Cambridge, UK)                       | 1:3000   | AB_725574   |
| p-ATM (T68)                  | ab81292                  | Abcam (Cambridge, UK)                       | 1:50000  | AB_1640207  |

|                                       |          |                                                    |        |             |
|---------------------------------------|----------|----------------------------------------------------|--------|-------------|
| Chk2                                  | ab109413 | Abcam (Cambridge, UK)                              | 1:1000 | AB_10863751 |
| p-Chk2 (Thr68)                        | 2661     | Cell Signaling Technology                          | 1:1000 | AB_331479   |
| 53BP1                                 | 4937     | Cell Signaling Technology                          | 1:100  | AB_10694558 |
| DyLight 488-Goat antiRabbit IgG (H+L) | BA1127   | BOSTER Biological Technology (Wuhan, Hubei, China) | 1:200  | AB_3713475  |
| CY3-Goat anti-Mouse IgG (H+L)         | BA1031   | BOSTER Biological Technology (Wuhan, Hubei, China) | 1:200  | AB_10890402 |

---

mAb: monoclonal antibody

pAb: polyclonal antibody

RRID: Research Resource Identifier

**Supplementary Table 3. List of reagents**

| <b>Reagent</b>                            | <b>Catalogue No.</b> | <b>Company</b>                                     |
|-------------------------------------------|----------------------|----------------------------------------------------|
| Doxycycline                               | HY-N0565B            | Med Chem Express (Nanjing, Jiangsu, China)         |
| TRIzol Reagent                            | 15596018             | Thermo Fisher Scientific (Waltham, MA)             |
| Protease Inhibitor Cocktail               | HY-K0010             | Med Chem Express (Monmouth Junction, NJ)           |
| RiboLock RNase Inhibitor                  | EO0384               | Thermo Fisher Scientific (Waltham, MA)             |
| 4% paraformaldehyde                       | AR1068               | BOSTER Biological Technology (Wuhan, Hubei, China) |
| Opti-MEM Reduced Serum Medium             | 31985070             | Thermo Fisher Scientific (Waltham, MA)             |
| Protease K                                | P1120                | Solarbio Life Sciences (Beijing, China)            |
| Cell counting kit 8                       | HY-K0301             | Med Chem Express (Nanjing, Jiangsu, China)         |
| DNA extraction buffer                     | P1012                | Solarbio Life Sciences (Beijing, P.R.C)            |
| ANTI-FLAG® M2 Affinity Gel                | A2220                | SigmaAldrich                                       |
| PARP1 Protein, Human (sf9, His)           | HY-P74652            | Med Chem Express (Nanjing, Jiangsu, China)         |
| Puromycin dihydrochloride                 | HY-B1743A            | Med Chem Express (Nanjing, Jiangsu, China)         |
| Prestained Protein Ladder (10 to 245 kDa) | EC0020               | SparkJade (Qingdao,Shandong,China)                 |

**Supplementary Table 4. Summary of proteins that interact with PARylator detected using mass spectrometry in KYSE450 cells**

| No. | Entry name | Coverage | MW (kDa) | Score  |
|-----|------------|----------|----------|--------|
| 1   | PARP1      | 46       | 113      | 256.23 |
| 2   | NCL        | 31       | 76.6     | 95.57  |
| 3   | DHX36      | 26       | 114.7    | 67.83  |
| 4   | KRT1       | 28       | 66       | 63.82  |
| 5   | KRT10      | 26       | 58.8     | 47.75  |
| 6   | PC         | 24       | 129.6    | 46.75  |
| 7   | ACACA      | 11       | 265.4    | 45.02  |
| 8   | KRT2       | 31       | 65.4     | 34.73  |
| 9   | TOP3A      | 17       | 112.3    | 33.42  |
| 10  | KRT14      | 32       | 51.5     | 26.1   |
| 11  | KRT6A      | 20       | 60       | 22.32  |
| 12  | GTF2I      | 13       | 112.3    | 21.42  |
| 13  | KRT16      | 23       | 51.2     | 20.86  |
| 14  | KRT9       | 18       | 62       | 20.64  |
| 15  | HNRNPU     | 19       | 90.5     | 20.39  |
| 16  | UPF1       | 9        | 124.3    | 17.96  |
| 17  | KRT5       | 16       | 62.3     | 16.78  |
| 18  | ACTB       | 23       | 41.7     | 13.48  |
| 19  | MSH2       | 5        | 104.7    | 10.51  |
| 20  | FBH1       | 6        | 117.6    | 10.44  |
| 21  | MTREX      | 5        | 117.7    | 10.06  |
| 22  | MYO1E      | 7        | 127      | 7.72   |
| 23  | MYO1C      | 5        | 121.6    | 6.09   |
| 24  | KRT8       | 6        | 53.7     | 6.04   |
| 25  | KRT18      | 6        | 48       | 4.54   |
| 26  | MYO1B      | 3        | 131.9    | 4.33   |
| 27  | HNRNPD     | 7        | 38.4     | 4.25   |
| 28  | HLTF       | 2        | 113.9    | 3.98   |
| 29  | HNRNPA1    | 3        | 38.7     | 3.9    |
| 30  | HNRNPAB    | 7        | 36.2     | 3.86   |
| 31  | DBN1       | 4        | 71.4     | 3.85   |
| 32  | MATR3      | 3        | 94.6     | 3.77   |
| 33  | YBX1       | 10       | 35.9     | 2.53   |
| 34  | XRN2       | 2        | 108.5    | 2.23   |
| 35  | IGKV2-40   | 11       | 13.3     | 2.23   |
| 36  | MSH3       | 2        | 127.3    | 2.05   |
| 37  | LIMA1      | 3        | 85.2     | 1.99   |
| 38  | PLEC       | 0        | 531.5    | 1.89   |
| 39  | RPA1       | 4        | 68.1     | 1.86   |
| 40  | HSPH1      | 1        | 96.8     | 1.81   |
| 41  | ALB        | 2        | 69.3     | 1.79   |
| 42  | HNRNPUL2   | 1        | 85.1     | 1.65   |
| 43  | MYH16      | 1        | 128.2    | 0      |
| 44  | OSBPL2     | 4        | 55.2     | 0      |

**Supplementary Table 5. Summary of proteins that interact with PARylator detected using mass spectrometry in TE13 cells**

| No. | Entry name | Coverage | MW (kDa) | Score  |
|-----|------------|----------|----------|--------|
| 1   | PARP1      | 46       | 113      | 159.62 |
| 2   | NCL        | 31       | 76.6     | 103.93 |
| 3   | DHX36      | 26       | 114.7    | 29.37  |
| 4   | HNRNPU     | 28       | 66       | 18.23  |
| 5   | TOP3A      | 26       | 58.8     | 12.27  |
| 6   | XRN2       | 24       | 129.6    | 10.07  |
| 7   | KRT2       | 11       | 265.4    | 9.66   |
| 8   | KRT6A      | 31       | 65.4     | 8.87   |
| 9   | KRT10      | 17       | 112.3    | 8.07   |
| 10  | KRT1       | 32       | 51.5     | 7.45   |
| 11  | KRT14      | 20       | 60       | 6.5    |
| 12  | KRT16      | 13       | 112.3    | 6.04   |
| 13  | KRT9       | 23       | 51.2     | 4.69   |
| 14  | UPF1       | 18       | 62       | 4.21   |
| 15  | IGHMBP2    | 19       | 90.5     | 4.18   |
| 16  | KRT5       | 9        | 124.3    | 4.14   |
| 17  | POTEF      | 16       | 62.3     | 2.48   |
| 18  | MSH2       | 23       | 41.7     | 2.36   |
| 19  | HIST1H4A   | 5        | 104.7    | 1.82   |
| 20  | TUFM       | 6        | 117.6    | 1.75   |
| 21  | HNRNPUL2   | 5        | 117.7    | 1.74   |
| 22  | ALB        | 7        | 127      | 0      |
| 23  | PC         | 5        | 121.6    | 0      |
| 24  | ZNF862     | 6        | 53.7     | 0      |
| 25  | MVP        | 6        | 48       | 0      |
| 26  | SUGCT      | 3        | 131.9    | 0      |
| 27  | PRSS33     | 7        | 38.4     | 0      |

**Supplementary Table 6. List of siRNAs/shRNAs**

|                     |                              |
|---------------------|------------------------------|
| PARylator           | siRNA.1/shRNA.1:             |
|                     | CCAAGATAAAGCACCAACACCTGAGGA  |
|                     | siRNA.2/shRNA.2:             |
|                     | CCCCAGTGGAATCATGGGGATTTCTTA  |
| PARylator-siRNA.1.R | CCAATCGACCTCCAAAACACCTGAGGA  |
| PARylator-siRNA.2.R | CCCCAGTGGAATCATGGGGATTTCTTA  |
| FOXA1               | siRNA.1: GCTCCATGAACTCCATGAA |
|                     | siRNA.2: CCTTCAATGACTGCTTCGT |

**Supplementary Table 7. List of RT-PCR primers and RNA pulldown probes**

|                                       |                        |                                                                                                                                  |
|---------------------------------------|------------------------|----------------------------------------------------------------------------------------------------------------------------------|
| qRT-PCR primers                       | PARylator              | Forward: AGATCAAGGACTTCCCCAGG<br>Reverse: TTTCGTCTTTCAGTGTTACTAGGC                                                               |
|                                       | 18s rRNA               | Forward: GCTTAATTTGACTCAACACGGGA<br>Reverse: AGCTATCAATCTGTCAATCCTGTC                                                            |
|                                       | $\beta$ -actin         | Forward: GGACTTCGAGCAAGAGATGG<br>Reverse: AGCACTGTGTTGGCGTACAG                                                                   |
|                                       | GAPDH                  | Forward: GCTCTCTGCTCCTCCTGTTC<br>Reverse: ACGACCAAATCCGTTGACTC                                                                   |
|                                       | U6                     | Forward: TCGCTTCGGCAGCACATAT<br>Reverse: ATTTGCGTGTTCATCCTTGC                                                                    |
|                                       | FOXA1                  | Forward: AGGCATACGAACAGGCACTGCAA<br>Reverse: GGAAGTGTTTAGGACGGGTCTGGAATA                                                         |
|                                       | FOXA1-BR               | Forward: TCCCTGAGTTTGATGCTTGTTT<br>Reverse: ATTCTGGTTCCGCAGGTACAGC                                                               |
| <i>in vitro</i> transcription primers | PARylator              | Forward: CAGACCAGACCTCAAAACAG<br>Reverse: CTAAATGTAGTGCCATTTTCTTGAA                                                              |
|                                       | PARylator- $\Delta$ E1 | Forward: GTTCCCAAGGTTACCACCCAACC<br>Reverse: CTAAATGTAGTGCCATTTTCTTGAA                                                           |
|                                       | PARylator- $\Delta$ E2 | Forward: CAGACCAGACCTCAAAACAG<br>Reverse: CTAAATGTAGTGCCATTTTCTTGAA                                                              |
|                                       | PARylator- $\Delta$ E3 | Forward: CAGACCAGACCTCAAAACAG<br>Reverse: CTGCTGTCCTCAGGTGTTGGT                                                                  |
| PARylator -Biotin-AS-probes           |                        | Antisense 1: TAAGAAATCCCCATGATTCCACTGGGG<br>Antisense 2: TCCTCAGGTGTTGGTGCTTTATCTTGG<br>Antisense 3: GAATCAGATTAGATCCATTCTGCTCAG |
| PARylator -Biotin-S-probes            |                        | Scramble 1: CCCCAGTGGAATCATGGGGATTCTTA<br>Scramble 2: CCAAGATAAAGCACCAACACCTGAGGA<br>Scramble 3: CTGAGCAGAATGGATCTAATCTGATTC     |

**Supplementary Table 8. Summary of clinicopathological characteristics of the cohort of 111 esophageal squamous cell carcinoma patients**

| Characteristics           | Cases | PARylator abundance in esophageal squamous cell carcinoma (RS <sup>1</sup> ) | <i>P</i> value <sup>2</sup> |
|---------------------------|-------|------------------------------------------------------------------------------|-----------------------------|
| <b>Sex</b>                | 111   |                                                                              |                             |
| Male                      | 68    | 0.7551 ± 0.09032 <sup>(3)</sup>                                              | 0.0466                      |
| Female                    | 43    | 0.4902 ± 0.08337                                                             |                             |
| <b>Age</b>                | 111   |                                                                              |                             |
| ≥65 <sup>(4)</sup>        | 36    | 0.6196 ± 0.09360                                                             | 0.6119                      |
| <65                       | 75    | 0.6860 ± 0.09075                                                             |                             |
| <b>TNM Stage</b>          | 110   |                                                                              |                             |
| I/II                      | 46    | 0.8193 ± 0.1169                                                              | 0.0233                      |
| III/IV                    | 64    | 0.5209 ± 0.07100                                                             |                             |
| <b>Histological Grade</b> | 105   |                                                                              |                             |
| I/II                      | 72    | 0.5960 ± 0.07869                                                             | 0.5318                      |
| III                       | 33    | 0.6855 ± 0.1222                                                              |                             |

<sup>1</sup>RS: Reactive score

<sup>2</sup>Two-tailed Student's *t*-test; a *P* value less than 0.05 was considered statistically significant

<sup>3</sup>Data shown are mean ± s.e.m.

<sup>4</sup>The median age of the patients in this cohort was 65

How the deposited data were processed for this re-analysis (not part of the article)

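RNA-seq was measured in TE13 cells after transfection with control siRNA, PARylator siRNA.1 or PARylator siRNA.2, with 3 libraries per condition and 9 libraries in all, grouped by their labels. According to the paper, the authors captured poly(A)+ RNA, checked reads with FastQC, aligned them with STAR and counted them per gene with featureCounts. The paper's text names no software versions, annotation release or strandedness. The authors deposited raw counts per gene without normalization, and FPKM, which returned each library's total count when set against the counts and the deposited exonic length. The deposited table has 60605 genes, of which 60463 were found by identifier in GENCODE release 44 (GRCh38) and 93.8% of those have the same start and end there, while 20014 have no symbol. Genes with at least 1 count in any library numbered 32991. Every column of per-library values was used.

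Total counts on genes were between 15337917 and 17899074 in the control libraries (median 15588037), between 15374616 and 17762752 with siRNA.1 (median 17459367), and between 19213164 and 22559998 with siRNA.2 (median 19798322). The 10 most abundant genes took between 5.67% and 7.39% of the counts. The first principal component held 28.7% of the variance and the second 12.3%. TMM factors lay between 0.989 and 1.02, and the common biological coefficient of variation was 0.0566. A gene with 3 counts or fewer in every library of a group was taken as at the floor, and folds against it are lower bounds computed against 3 counts.

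The design fixed before the data were examined, together with the gene lists, the rule for named genes and the alternatives, expected FPKM alone and named limma on log2(FPKM + 0.1), and edgeR's quasi-likelihood test in its place if the table also held raw counts, which it did. Counts were therefore tested with edgeR 4.0.16 in R 4.3.3 over the 21395 genes with a mean of at least 0.1 FPKM over the 9 libraries, in a single fit of the 3 conditions without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error is the absolute log2 fold change divided by the square root of the F statistic. Comparisons were siRNA.1 against control siRNA, siRNA.2 against control siRNA, and siRNA.2 against siRNA.1. limma 3.58.1 and DESeq2 1.42.0, the tool the paper names, served as alternatives, and an adjusted p that DESeq2 left empty was left empty.

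GSEA was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 as a running sum of weight 1 over the signal-to-noise ratio of FPKM, with a minimum SD of 0.2 times the mean, 1 gene per symbol and 10000 random gene sets. Lists were HALLMARK_APOPTOSIS (161 genes), p53 targets (27), S phase (43), G2/M phase (54), interferon response (25), ATF4 targets (28, of which 27 were tested) and cholesterol synthesis (22), all written from recall. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and p-values of the lists other than HALLMARK_APOPTOSIS were adjusted together over both comparisons with control. Rows at 0 in every library of a fit were left out of these list tests, because rows without variance distort camera's estimate of the spread.

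Genes named in the text are the genes the paper names, in each direction the 5 genes with the largest mean log2 fold change of both siRNAs among those with an adjusted p under 0.05 with both siRNAs, a mean of at least 1 FPKM and all siRNA libraries on the same side of all control libraries, and of HALLMARK_APOPTOSIS the 5 with the highest and the 3 with the lowest mean signal-to-noise ratio. Some genes chosen by this rule are not reported here. The markers of blood cells and the nucleic acid sensors were listed after the result of the interferon response list was seen and before their own levels were. For 7-mers, all 16168 7-mers present in the 3′ UTRs of at least 50 of 10717 genes (mean of at least 5 CPM) were scored by the difference in log2 fold change between genes with and without the 7-mer, after correction for 3′ UTR length and GC content.

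The tests were tried on simulated data. Of 200 genes given a known change among 21395, edgeR recovered 172 (86.0%) with 11 unchanged genes called, DESeq2 recovered 83.5% and limma 69.5%. These counts were drawn from edgeR's own fitted model, which can favour edgeR. Of 100 random lists of 144 genes, camera called 0 and fry 5 at p under 0.05, and of 50 random lists the running sum called 3. Alternatives covered the pseudocount (1 and 0.01, in limma), the filter on low values, the scaling, the tool, array weights, a replicate block, the libraries in the fit, each library left out in turn, the ranking and weight of the running sum, and the apoptosis genes of the pathway and gene ontology annotation in the deposited table. The planned restriction to protein-coding genes needed a gene type in the deposited table, which gives none, so the gene types of GENCODE release 44 were used, a choice made after seeing the data. Leaving out members of HALLMARK_APOPTOSIS annotated to interferon was also chosen after seeing the data. The qPCR, flow cytometry, Western blotting and animal data of the paper were not analysed here.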

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

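All tests of explanations in this part were chosen after the results were seen. The interferon response genes were higher with both siRNAs, a signal in genes the paper does not discuss. The median log2 fold change of the 25 genes was 1.95 with siRNA.1, where 24 were higher at an adjusted p under 0.05, and 1.78 with siRNA.2, where 23 were higher, and the mean level of the list was higher than in every control library in 3 of 3 libraries with each siRNA (adjusted p = 1.97e-05 with each siRNA from camera with an estimated correlation, 1.54e-08 from fry). The list shares 0 genes with HALLMARK_APOPTOSIS. Interferon genes themselves were among the largest increases by the rule for named genes. IFNL2 was at least 11.7-fold higher with siRNA.1 and at least 10.4-fold higher with siRNA.2, and IFNL3, a near-identical copy whose reads counting could have split with IFNL2, had log2 fold changes of 3.84 and 4.08. HLA-DRA had log2 fold changes of 4.13 and 4.01. Scaling between libraries does not account for the rise, since the lowest median of the list over all other settings, each library left out in turn included, was 1.74. Blood cells in the knockdown libraries were also weighed. The summed FPKM of the interferon response genes rose from 487 to 2380 with siRNA.1 and to 2123 with siRNA.2, at least 346 times the summed rise of those of 10 blood cell markers that were higher. Of the 10 markers, LAPTM5 alone was above 1 FPKM with control siRNA. CD2 and MS4A1 were listed at 0 FPKM with both siRNAs, LAPTM5 fell from 4.95 to 3.00 and 2.40, and the other markers of myeloid cells rose with siRNA.1 and siRNA.2, LYZ from 0.317 to 2.79 and 3.08, FCER1G from 0.190 to 1.07 and 1.47, CSF1R from 0.490 to 0.897 and 0.757 and TYROBP from 0.0900 to 0.260 and 0.373, as did PTPRC, from 0.0333 to 0.153 and 0.147. CD79A rose from 0.0133 to 0.0867 and 0.0333, with at most 4 counts in a library. CD3E went from 0.0067 to 0.0200 with siRNA.1 and to 0 with siRNA.2, with at most 1 count. Rises this small against those of the interferon response genes argue against blood cells as the source. What raised these markers was not tested. Sensing of the transfected double-stranded RNA and a cGAS and STING response to damaged DNA cannot be told apart from these libraries. The sensor IFIH1 was at 10.0 FPKM and STING1 at 5.84 FPKM with control siRNA. The sensors DDX58 and TLR3 were lower than IFIH1 there, and CGAS was higher. Transcript levels in cells that were themselves transfected do not show whether either response works in TE13 cells. The design has a single control siRNA, whose sequence the paper's text does not give, and no knockdown without siRNA. An effect of the loss of PARylator itself stays open as well.

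ATF4 targets were higher and cholesterol synthesis genes lower with both siRNAs, also outside the genes the paper discusses. The median log2 fold change of 27 ATF4 targets was 0.66 with siRNA.1 and 0.71 with siRNA.2, with 23 genes higher at an adjusted p under 0.05 in each comparison and none lower. The median of the 22 cholesterol synthesis genes was -0.71 with siRNA.1, with 20 lower and none higher, and -0.64 with siRNA.2, with 19 lower and none higher. For both lists the adjusted p was 0.00157 with each siRNA from camera with an estimated correlation, and 3 of 3 libraries moved together with each siRNA. HALLMARK_APOPTOSIS holds 3 of the ATF4 targets and 2 of the cholesterol synthesis genes. Over all other settings the median of the ATF4 targets was at least 0.57 and that of the cholesterol synthesis genes at most -0.57, which argues against scaling between libraries. Whether the loss of PARylator, the transfection of these siRNAs or the dying of cells lies behind these changes was not tested.

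PARP1 and SOX2 differed between the libraries of the siRNAs, by a test of the difference itself. PARP1 was at 19.4 ± 0.322 FPKM (SD, n = 3) with control siRNA, 18.2 ± 0.646 with siRNA.1 and 22.7 ± 0.866 with siRNA.2. Its log2 fold change was -0.12 with siRNA.1 (adjusted p = 0.0169 from edgeR, 0.0132 to 0.935 over the alternatives and up to 0.116 without a library) and 0.22 with siRNA.2 (adjusted p = 1.30e-06 from edgeR), a difference of 0.34 between the siRNAs (adjusted p = 5.81e-14 from edgeR, 1.53e-15 to 0.00242 over the other settings). SOX2 fell from 11.7 ± 0.956 FPKM (SD, n = 3) to 3.30 ± 0.505 with siRNA.1 and 6.42 ± 0.315 with siRNA.2, with log2 fold changes of -1.85 and -0.87 and a difference of 0.97 (adjusted p = 1.19e-13 from edgeR, 1.28e-13 to 0.00168 over the other settings). Scaling and single libraries do not account for the differences, whose lowest values over all other settings were 0.29 for PARP1 and 0.79 for SOX2. A direct effect through 7-mers of the siRNA.2 sequence in the gene's own 3′ UTR was tested too. Of the 4 such 7-mers among the 10 that mark higher genes most strongly, the 3′ UTR of PARP1 holds 0 and that of SOX2 holds 0. A different degree of PARylator loss, with a response of each gene that goes one way, does not account for both differences together. A greater loss with siRNA.1 would put PARP1 with siRNA.2 between control siRNA and siRNA.1, but its log2 fold change with siRNA.2 was at least 0.18 in all other settings, with siRNA.1 below control siRNA. A greater loss with siRNA.2 would put SOX2 with siRNA.1 between control siRNA and siRNA.2, but it was lower than with siRNA.2 by at least 0.79. For SOX2 alone the opposite order stays open, since the LINC00885 counts with the siRNAs could not be told from each other (log2 difference -1.13, adjusted p = 0.624 from edgeR). For PARP1 alone, the opposite order would put siRNA.1 between control siRNA and siRNA.2. PARP1 with siRNA.1 was below control siRNA in every setting (log2 fold changes from -0.15 to -0.0061). It was not past the threshold in all of them, so that order is not excluded.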

How the results depend on the processing

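The test on other splits of the libraries was chosen after the counts were seen. Counts of genes kept within 1.5 times their value in most settings. Between siRNA.2 and siRNA.1, edgeR gave 2603 genes and limma fewer, 1437 on log2(FPKM + 0.1), 1414 with pseudocount 1, 1449 with 0.01, 1482 on FPKM rescaled to the same sum in every library, 1478 after quantile normalization and 1693 with array weights, while DESeq2 gave 2334. On counts simulated from edgeR's own fitted model, limma recovered 69.5% of the changed genes against 86.0% for edgeR. That model can favour edgeR, and the planted log2 changes were at least 1 in size. The recovery rates therefore do not settle why limma gave fewer genes. With an absolute log2 fold change of at least 1 in addition, 847 genes passed with siRNA.1, 861 with siRNA.2, 499 with both and 130 between the siRNAs. Across the 9 fits that each left out a library, the counts ranged from 5615 to 6502 with siRNA.1, from 5692 to 6713 with siRNA.2, from 3967 to 4348 with both and from 1908 to 2696 between the siRNAs. The share of higher genes between the siRNAs was 50.2% with edgeR, 41.4% with limma and 31.0% with limma on rescaled FPKM, and that of genes changed with both was 52.0%, 58.6% and 75.1%. With limma after quantile normalization these shares were 46.3% and 50.3%. The real split of the 6 libraries was the 1 of the 10 splits with as many genes with siRNA.1, and likewise 1 of 10 with siRNA.2 and 1 of 10 between the siRNAs. With 10 splits the share cannot fall below 0.1, so this test decides nothing. The correlation of log2 fold changes rose from 0.621 to 0.770 with limma on log2(FPKM + 1), to 0.815 over genes with a mean of at least 1 FPKM and to 0.809 over GENCODE protein-coding genes, and ranged from 0.569 to 0.695 with a library left out.

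Replicate numbers do not pair the libraries. Deviations of same-numbered libraries from their group means correlated between -0.057 and 0.038 over 9 pairs, with 0 over 0.1. With a replicate block, 6215 genes passed with siRNA.1, 6359 with siRNA.2, 4385 with both and 2342 between the siRNAs. The median of HALLMARK_APOPTOSIS was 0.0060 with siRNA.1 (p = 0.462 from camera with a preset correlation) and -0.050 with siRNA.2 (p = 0.342, in the opposite direction), and the normalized enrichment score with the block and a moderated t ranking was 1.60 with siRNA.1 and 1.26 with siRNA.2.

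The enrichment of HALLMARK_APOPTOSIS kept its direction with siRNA.1 in every setting run, and its side of the threshold in fewer. With both siRNAs it was lost with a ranking by signal-to-noise of log2(FPKM + 0.1) (0.938 with siRNA.1, 0.949 with siRNA.2), with a ranking by log2 fold change (1.14, 1.24), among genes with a mean of at least 1 FPKM (1.28, 1.32), with the pathway annotation of the deposited table (0.872, 0.853), and without members annotated to interferon, chosen after seeing the data (1.21, 1.23). With an unweighted running sum it was lost with siRNA.1 (0.937) and reversed with siRNA.2 (-1.32), and with the gene ontology annotation likewise (1.01, -1.01). With siRNA.2 alone it was lost with a moderated t ranking (1.27), with the block (1.26) and without a filter on low values (1.32). Without a library it ranged from 1.31, without control siRNA replicate 2 and past the threshold no longer, to 1.37 with siRNA.1 and from 1.32 to 1.38 with siRNA.2. The unweighted sum counts all members alike, so the weighted score draws on the size of the ratios. The cause of the other losses was not tested.

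In camera, HALLMARK_APOPTOSIS passed with siRNA.1 by edgeR (median 0.0078), by DESeq2, by median-of-ratios factors, in the 6 libraries of the comparison alone and by fry. It did not pass by limma on log2(FPKM + 0.1) (0.029), with pseudocount 1 (0.026) or 0.01 (0.029), with array weights (0.034), on the rescaled FPKM (0.11), after quantile normalization (-0.023), without a filter (0.0040), over genes with a mean of at least 1 FPKM (-0.016), over GENCODE protein-coding genes (0.017) or with an estimated correlation (0.0078). With a library left out the median ranged from -0.0063 to 0.039, and the p from 0.0202 to 0.174, highest without PARylator siRNA.1 replicate 1, and 6 of the 9 fits did not pass. With siRNA.2 no setting passed, and the direction, which camera takes from the mean statistic, turned from higher to lower by limma (-0.040, with pseudocount 1 -0.031, with 0.01 -0.041, rescaled 0.020, quantile normalized -0.073, array weights -0.042), without a filter (-0.037) and over genes with a mean of at least 1 FPKM (-0.059), and in 4 of the 9 fits without a library, whose medians ranged from -0.054 to -0.037. The cause was not tested.

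The interferon response, ATF4 target and cholesterol synthesis lists kept direction and threshold in every setting. By fry, p53 targets passed with siRNA.1 (-0.061) and siRNA.2 (-0.056). Without a library their median ranged from -0.17, without PARylator siRNA.1 replicate 1, to -0.055 with siRNA.1 and from -0.11 to -0.056 with siRNA.2. S phase genes passed with siRNA.1 on the rescaled FPKM (0.11), where the median of all genes is 0.11 too, turned lower without control siRNA replicate 1 (-0.0094, range of all such fits -0.016 to 0.037), and with siRNA.2 missed the threshold with an estimated correlation (0.10), while without a library their median ranged from 0.041, without control siRNA replicate 1, to 0.13. G2/M phase genes missed it with siRNA.1 on the rescaled FPKM (-0.0067) and with an estimated correlation (-0.12), and with siRNA.2 turned higher on the rescaled FPKM (0.053), and without a library their median ranged from -0.041 to 0.020, without PARylator siRNA.2 replicate 1. LINC00885 passed with siRNA.2 by limma after quantile normalization (-1.39), and in no other setting. At 0 to 12 counts per library, depth limits this result.

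Among single genes, these values changed sign: BBC3 with siRNA.1 by limma with array weights (-0.044) and without a library (-0.17 to 0.30), BBC3 with siRNA.2 on rescaled FPKM (0.045) and without a library (-0.11 to 0.031), EIF4G1 with siRNA.1 on rescaled FPKM (0.035), ATM with siRNA.2 without a library (-0.065 to 0.16), and H2AX with siRNA.1 after quantile normalization (-0.0050). Of 1352 values of single genes under alternatives, 1251 kept direction and threshold, 80 lost the threshold, 11 gained it and 10 changed direction.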

Differences from the paper's values

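The paper shows normalized enrichment scores of HALLMARK_APOPTOSIS of about 1.4 with siRNA.1 and about 1.3 with siRNA.2 in Fig. 2i, read by eye, against 1.38 and 1.39 here. These are within 1.5 times, a margin too wide to tell enrichment from none. The score of 0.938 with siRNA.1, ranked by signal-to-noise of log2(FPKM + 0.1), missed the threshold and is within it too. The figure gives an FDR beside each score, about 0.066 and about 0.072 in Fig. 2i, read by eye. The p values of the running sum here are nominal p values of a single list, which is another measure, so they were not compared with the FDR. Among the alternatives set before the data were examined, the score with siRNA.1 was more than 1.5 times apart with the pathway annotation of the deposited table (0.872), and the score with siRNA.2 with that annotation (0.853), with an unweighted running sum (-1.32) and with the gene ontology annotation (-1.01).

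The paper reports the signature as enriched with both siRNAs. With limma's camera, at a preset correlation between genes, the list as a whole was past the threshold with siRNA.1 (p = 0.0324, lost in 6 of the 9 fits without a library) and not with siRNA.2 (median log2 fold change -0.049, p = 0.828), and fry gave no call with siRNA.2. Settings of the running sum that called it with both siRNAs were the signal-to-noise ratio of FPKM with all libraries or without any 1 library except control siRNA replicate 2 (without control siRNA replicate 1, one-sided permutation p = 0.0454 and p = 0.0363, and without replicate 3, p = 0.0296 and p = 0.0483), median-of-ratios factors (1.37 and 1.38) and GENCODE protein-coding genes (one-sided permutation p = 0.0181 and p = 0.0180), the last chosen after seeing the values.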

Other observations

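The tests of explanations in this part were chosen after the results were seen. Every 7-mer of both strands of each siRNA sequence was scored in 3′ UTRs by the difference between libraries labelled siRNA.2 and siRNA.1, to look for genes lowered by partial pairing with an siRNA. Of 16168 7-mers over 10717 genes, GTGCTTT, complementary to bases 8 to 14 of the sequence listed as siRNA.1, was the most negative (z = -8.51, rank 1), and 5 of the 10 most negative 7-mers belong to that sequence. GATTCCA, complementary to bases 7 to 13 of the sequence listed as siRNA.2, was the most positive (z = 6.29, rank 1), and 4 of the 10 most positive belong to that sequence. Against control siRNA, the 2166 genes with GTGCTTT were lower by a mean log2 difference of -0.030, -0.036 and -0.034 in the libraries labelled siRNA.2 and not in those labelled siRNA.1 (0.0044, 0.0097 and 0.0061). The 1202 genes with GATTCCA were lower in the libraries labelled siRNA.1 (-0.034, -0.028 and -0.025) and not in those labelled siRNA.2 (0.0085, 0.010 and 0.0084). Pairing with the siRNA named on each library would give the opposite pattern, which was absent. In that direction the best 7-mer of siRNA.1 ranked 2002 (z = 1.34) and the best of siRNA.2 ranked 1258 (z = -1.41). The z values above are after correction for 3′ UTR length and GC content, without which they were -8.59 and 5.33, so these properties do not account for them. Chance among many 7-mers is not enough either, since GTGCTTT, the most negative 7-mer of siRNA.1 on odd chromosomes, was rank 1 on even chromosomes (z = -5.12) and GATTCCA, the most positive of siRNA.2, rank 3 (z = 3.98), and few of 10000 random 27-mers held a 7-mer as extreme (permutation p = 0.0042 and p = 0.0034). A candidate explanation is that the names siRNA.1 and siRNA.2 are exchanged between the library labels and the list of sequences. Supplementary Table 7 numbers its probes the other way round. Antisense 1 is the reverse complement of the sequence listed as siRNA.2 and Antisense 2 of that listed as siRNA.1, and Scramble 2 is the same sequence as siRNA.1. Which of the names would be at fault was not tested, and comparisons with control siRNA do not depend on it except for the number they carry. Supplementary Table 6 also prints the same sequence for siRNA.2 and for its resistant form.

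A second hypothesis was that members of HALLMARK_APOPTOSIS annotated to interferon carry its enrichment. Of 16 such members, 15 were ranked. Without them, the normalized enrichment score fell to 1.21 with siRNA.1 (one-sided permutation p = 0.134) and to 1.23 with siRNA.2 (one-sided permutation p = 0.108). Leaving out as many random members gave a score as low in 9 of 200 draws with siRNA.1 and in 15 of 200 draws with siRNA.2. The values with siRNA.1 are consistent with a part of the enrichment coming from these genes, and those with siRNA.2 do not separate it from the loss of any 15 members. Of the 18 genes before the peak with both siRNAs, 4 carry the annotation.

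p53 targets had a median log2 fold change of -0.061 with siRNA.1 and -0.056 with siRNA.2 (adjusted p = 0.214 and adjusted p = 0.226 from camera). Without a library the medians ranged from -0.17 to -0.055 and from -0.11 to -0.056. The mean level of the list in all 3 libraries of each siRNA was below the control libraries. On FPKM rescaled to the same sum in every library, which shifts all genes upward, the medians were 0.053 and 0.015. NOXA and PUMA, which the paper reports as raised at the protein level, differed at the transcript level. PMAIP1 (NOXA) rose from 26.0 ± 1.17 FPKM (SD, n = 3) to 39.0 ± 1.99 with siRNA.1 and 44.6 ± 0.616 with siRNA.2, with log2 fold changes of 0.56 and 0.77 (adjusted p = 7.89e-18 and adjusted p = 1.69e-34 from edgeR). BBC3 (PUMA) did not change detectably, with log2 fold changes of 0.057 (standard error 0.15) and -0.027 (standard error 0.15).

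S phase genes had a median log2 fold change of -0.0035 with siRNA.1 (adjusted p = 0.612 from camera) and 0.10 with siRNA.2 (adjusted p = 0.00183, median 0.041 to 0.13 without a library), and G2/M phase genes of -0.12 (adjusted p = 0.00109) and -0.019 (adjusted p = 0.518, median -0.041 to 0.020 without a library). Between the siRNAs, S phase genes were higher with siRNA.2 by a median of 0.13 (camera p = 4.97e-07, with an estimated correlation p = 0.0565) and G2/M phase genes by 0.10 (camera p = 6.59e-07, with an estimated correlation p = 0.0416). MKI67 had log2 fold changes of -0.18 and -0.14. Each lost the threshold in 1 of the 9 fits without a library (highest adjusted p = 0.0514 and adjusted p = 0.219 from edgeR). Under other settings the values ranged from -0.25 to -0.068 with siRNA.1 and from -0.20 to -0.065 with siRNA.2, and both lost the threshold there too.

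FOXA1, which the paper places upstream of PARylator, was lower with both siRNAs, with log2 fold changes of -0.48 (adjusted p = 2.13e-06 from edgeR) and -0.64 (adjusted p = 9.57e-11 from edgeR). TP53BP1 was lower by -0.31 and -0.30. ATM had log2 fold changes of -0.26 and 0.065, and CHEK2 of 0.11 and -0.23, with differences between the siRNAs of 0.33 (adjusted p = 3.88e-05 from edgeR, up to 0.0750 without a library) and -0.34 (adjusted p = 0.00082 from edgeR). XRCC1 passed the threshold in no setting. H2AX missed it with edgeR (log2 fold changes of 0.040 and 0.10) but passed with each siRNA under other settings. Its values over these ranged from -0.0050 to 0.15 with siRNA.1 and from 0.049 to 0.17 with siRNA.2. With siRNA.2 it also passed in 1 of the 9 fits without a library. Of the other genes of chromosome 3q that the paper names, PIK3CA had log2 fold changes of -0.20 and -0.16, TP63 of -0.15 and -0.21 and EIF4G1 of -0.078 and -0.18. ATM and PIK3CA with siRNA.2 and CHEK2 and EIF4G1 with siRNA.1 missed the threshold. PIK3CA and TP63 with siRNA.1 and CHEK2 with siRNA.2 lost it in some fits without a library. Under other settings ATM, PIK3CA and TP63 with siRNA.1 and CHEK2 and TP63 with siRNA.2 lost it, while CHEK2 and EIF4G1 with siRNA.1 gained it.

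Of all tested genes, 26.2% had all siRNA libraries on the same side of all control libraries, where chance gives 2.38%, and 3739 genes met the whole rule for the largest changes. The largest increases beside IFNL2, IFNL3 and HLA-DRA were SPANXC, a member of a multigene family with near-identical copies (at least 4.05-fold and at least 3.44-fold), and SNORA47 (at least 1.17-fold and at least 1.24-fold), both with 3 counts or fewer in every control library. SNORA47 lost the threshold in most fits without a library (highest adjusted p = 0.115 from edgeR). The largest decreases were SERPINB3 (log2 fold changes of -2.84 and -3.53), ENSG00000272482 (-2.93 and -3.33), SERPINB13 (-2.25 and -2.59), S100A8 (-2.49 and -2.26) and MAB21L3 (-2.12 and -2.56). SERPINB3 shares most of its sequence with a paralog.

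An effect of PARylator knockdown on neighbouring genes was tested within 500 kb of LINC00885. Of 34 tested neighbours, 4 (11.8%) were changed by both siRNAs in the same direction, against 21.3% of all other genes (Fisher's exact test, two-sided p = 0.212), so a moderate effect in either direction cannot be told apart from none with 34 genes.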
